# BREM-SC: a bayesian random effects mixture model for joint clustering single cell multi-omics data

**DOI:** 10.1093/nar/gkaa314

**Published:** 2020-05-07

**Authors:** Xinjun Wang, Zhe Sun, Yanfu Zhang, Zhongli Xu, Hongyi Xin, Heng Huang, Richard H Duerr, Kong Chen, Ying Ding, Wei Chen

## Abstract

Droplet-based single cell transcriptome sequencing (scRNA-seq) technology, largely represented by the 10× Genomics Chromium system, is able to measure the gene expression from tens of thousands of single cells simultaneously. More recently, coupled with the cutting-edge Cellular Indexing of Transcriptomes and Epitopes by Sequencing (CITE-seq), the droplet-based system has allowed for immunophenotyping of single cells based on cell surface expression of specific proteins together with simultaneous transcriptome profiling in the same cell. Despite the rapid advances in technologies, novel statistical methods and computational tools for analyzing multi-modal CITE-Seq data are lacking. In this study, we developed BREM-SC, a novel Bayesian Random Effects Mixture model that jointly clusters paired single cell transcriptomic and proteomic data. Through simulation studies and analysis of public and in-house real data sets, we successfully demonstrated the validity and advantages of this method in fully utilizing both types of data to accurately identify cell clusters. In addition, as a probabilistic model-based approach, BREM-SC is able to quantify the clustering uncertainty for each single cell. This new method will greatly facilitate researchers to jointly study transcriptome and surface proteins at the single cell level to make new biological discoveries, particularly in the area of immunology.

## INTRODUCTION

Revolutionary tools such as Cellular Indexing of Transcriptomes and Epitopes by Sequencing (CITE-Seq) and RNA expression and protein sequencing assay (REAP-seq) have been recently developed for measuring single cell surface protein and mRNA expression level simultaneously in the same cell (1–3). Oligonucleotide-labeled antibodies are used to integrate cellular protein and transcriptome measurements. It combines highly multiplexed protein marker detection with transcriptome profiling for thousands of single cells. CITE-Seq allows for immunophenotyping of cells using existing single cell sequencing approaches (3), and it is fully compatible with droplet-based single cell RNA sequencing (scRNA-Seq) technology (e.g. 10× Genomics Chromium system (4)) and utilizes the discrete count of Antibody-Derived Tags (ADT) as the direct measurement of cell surface protein abundance. This promising and popular technology provides an unprecedent opportunity for jointly analyzing transcriptome and surface proteins at the single cell level in a cost-effective way.

In CITE-Seq experiment, the abundance of RNA and surface marker is quantified by Unique Molecular Index (UMI) and Antibody-Derived Tags (ADT) respectively, for a common set of cells at the single cell resolution. These two data sources represent different but highly related and complementary biological components. Classic cell type identification relies on cell surface protein abundance, which can be measured individually with flow cytometry. Recently, scRNA-Seq data are also used to classify cell types, based on differentially expressed genes among different cell types. In fact, both data sources have their unique characteristics and can provide complementary information. For example, the use of cell surface proteins for cell gating is advantageous in identifying common cell types but may not successfully identify some rare cell types due to its low dimensionality. On the other hand, although cell clustering based on scRNA-Seq could identify more cell types because of its higher dimensionality, it is less capable to distinguish highly similar cell types, such as CD4+ T cells and CD8+ T cells, due to a poor observed correlation between a mRNA and its translated protein expression in single cell (3,5,6).

Despite the promise of this new technology, current statistical methods for jointly analyzing data from scRNA-Seq and CITE-Seq are still unavailable or immature. A novel joint clustering approach that fully utilizes the advantages and unique features of these single cell multi-omics data will lead to a more powerful tool in identifying rare cell types or reduce false positives such as doublets. Many statistical methods have been proposed for clustering scRNA-Seq data only, such as single cell interpretation via multi-kernel learning (SIMLR) (7), CellTree (duVerle *et al.*, 2016), Seurat (8), SC3 (9), DIMM-SC (10) and BAMM-SC (11), which are either from different clustering approach categories or recommended by recent reviewers (12,13). In contrast, to our best knowledge, there is no published method tailored for joint clustering multi-omics data from CITE-Seq. A naïve approach is to do separate analysis on each data source, which is straightforward but suffering from various of issues such as lack of power and failing to capture the associations between transcriptome and expression of surface proteins. Multimodal data analysis, on the other hand, is supposed to achieve a more detailed characterization of cellular phenotypes than using transcriptome measurements alone.

In this study, we propose BREM-SC, a Bayesian Random Effects Mixture Model for joint clustering scRNA-Seq and CITE-Seq data. Because there is no existing method tailored for clustering single cell multi-omics data jointly, we compare the performance of BREM-SC with three popular single source clustering methods, including *K*-means clustering, SC3 (9) and TSCAN (14), and two commonly used multi-source clustering methods in the engineering field, including Multi-View Non-negative Matrix Factorization equipped with capped norm (MV-NMF) (15) and Pair-wised Co-regularized Multi-modal Spectral Clustering (PC-MSC) (16), in our simulation studies. *K*-means is one of the most popular clustering methods and has been used in the first 10× Genomics publication (4). SC3 and TSCAN have also been proposed for clustering scRNA-Seq data, but they fall in different clustering categories. For example, SC3 is a single cell consensus clustering method, where a consensus matrix is calculated using the Cluster-based Similarity Partitioning Algorithm (CSPA). Unlike SC3, TSCAN performs model-based clustering on the transformed expression values. We also compared BREM-SC with two existing methods MV-NMF and PC-MSC, which were developed for analyzing multi-source data. MV-NMF considers the non-negative entry constraints in dimension reduction while preserving the cross-modal consistency for reduced features, after which a standard *K*-means is used to finalize the clustering. To make the model robust to outliers, a capped-norm objective is also utilized. Alternatively, PC-MSC introduces a co-regularization on the spectral clustering. Neither MV-NMF nor PC-MSC has been used in single cell multi-omics analysis before, but they can be directly applied to our CITE-seq data. In our real data applications, we also include Seurat (17,18), one of the most popular tools for single cell analysis, and DIMM-SC (10), the single source version of BREM-SC, to benchmark the performance of single source clustering compared to joint clustering.

## MATERIALS AND METHODS

### Statistical model and estimation

The data illustration and general framework of BREM-SC modeling are shown in Figure 1. Although data from both sources are count data, there are several major differences between them. Firstly, the drop-out events are very common in the transcriptomic data, which are in fact much less frequent in the proteomic data. Therefore, the data matrix for RNA source is relatively sparse and people usually screen out genes with low variability in expression before performing analysis. Secondly, the overall scale of two data sets are significantly different, where proteomic data have larger values due to higher abundance of proteins in a cell. Based on the facts, we propose separate parametric model for each data source.

**Figure 1.**
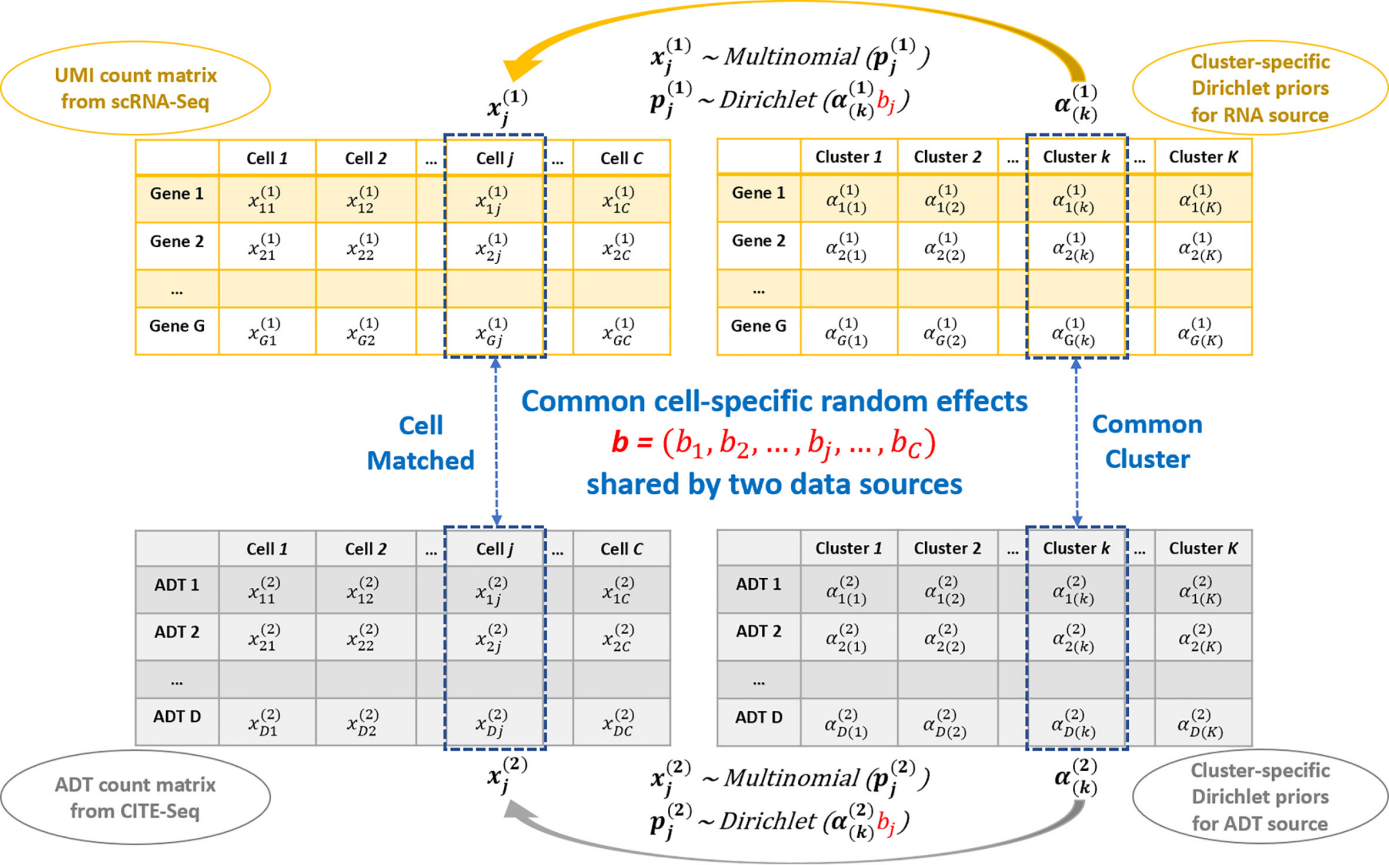
Core logic of BREM-SC method for joint clustering RNA and ADT single cell data.

Suppose there are }{}$C$ cells generated from CITE-Seq, denote by the transcriptomic data a matrix }{}${{\boldsymbol{X}}^{({\bf 1})}}$ and its ADT levels (measurement of surface protein) a matrix }{}${{\boldsymbol{X}}^{({\bf 2})}}$. We use a latent variable vector }{}${\boldsymbol{Z}}$ with elements }{}${z_j}$ to represent the cell type label for cell }{}$j$, where }{}$j\ = \ 1, \ldots ,C$.

For transcriptomic data, each element }{}$x_{ij}^{( 1 )}$ in the raw count matrix represents the number of unique UMIs for gene }{}$i$ in cell }{}$j$, where }{}$i$ runs from 1 to the total number of genes }{}$G$, and }{}$j$ runs from 1 to the total number of cells }{}$C$. We then denote the number of unique UMIs in the }{}$j$ th single cell by a vector }{}${\boldsymbol{x}}_{\boldsymbol{j}}^{( 1 )} = ( {x_{1j}^{( 1 )},x_{2j}^{( 1 )}, \ldots ,x_{Gj}^{( 1 )}} )\ .$ We assume that }{}${\boldsymbol{x}}_{\boldsymbol{j}}^{( 1 )}$ follows a multinomial distribution with parameter vector }{}${\boldsymbol{p}}_{\boldsymbol{j}}^{( 1 )} = ( {p_{1j}^{( 1 )},p_{2j}^{( 1 )}, \ldots ,p_{Gj}^{( 1 )}} )\ .$ For this multinomial distribution, we further assume that the proportion }{}${\boldsymbol{p}}_{\boldsymbol{j}}^{( 1 )} = ( {p_{1j}^{( 1 )},p_{2j}^{( 1 )}, \ldots ,p_{Gj}^{( 1 )}} )$ follows a Dirichlet distribution }{}$Dir\,( {{{\boldsymbol{\alpha }}^{( 1 )}}} ) = Dir\,( {\alpha _1^{( 1 )},\alpha _2^{( 1 )}, \ldots ,\alpha _G^{( 1 )}} )$, with all the elements in }{}${{\boldsymbol{a}}^{({\bf 1})}}$ being strictly positive. Next, we assume that the cell population consists of }{}$K$ distinct cell types. To provide a more flexible modeling framework and allow for unsupervised clustering, we extend the aforementioned single Dirichlet prior to a mixture of }{}$K$ Dirichlet distributions, indexed by }{}$k = 1, \ldots ,K$ and each with parameter }{}${\boldsymbol{\alpha }}_{( {\boldsymbol{k}} )}^{( 1 )}$. For instance, if cell }{}$j$ belongs to the }{}$k$th cell type, its gene expression profile }{}${\boldsymbol{p}}_{\boldsymbol{j}}^{( 1 )}$ follows a cell-type-specific prior distribution }{}$Dir( {{\boldsymbol{\alpha }}_{( {\boldsymbol{k}} )}^{( 1 )}} )$. The Dirichlet multinomial density for cell }{}$j$, as illustrated in DIMM-SC (10), can be obtained by multiplying the Dirichlet mixture prior by the multinomial density and then integrating out }{}$p_j^{( 1 )}$, which is derived as }{}$P\ ( {{\boldsymbol{x}}_{\boldsymbol{j}}^{( 1 )}{\rm{|}}{{\boldsymbol{\alpha }}^{( 1 )}}} ) = \frac{{T_j^{( 1 )}!}}{{\mathop \prod \nolimits_{i = 1}^G x_{ij}^{( 1 )}!}}\ ( {\mathop \prod \limits_{i\ = \ 1}^G \frac{{\Gamma ( {x_{ij}^{( 1 )} + \alpha _i^{( 1 )}} )}}{{\Gamma ( {\alpha _i^{( 1 )}} )}}} )\frac{{\Gamma ( {| {{{\boldsymbol{\alpha }}^{( 1 )}}} |} )}}{{\Gamma ( {T_j^{( 1 )} + | {{{\boldsymbol{\alpha }}^{( 1 )}}} |} )}}$, where }{}$T_j^{( 1 )} = \mathop \sum \limits_i x_{ij}^{( 1 )}$ is the total number of unique UMIs for }{}$j$ th cell.

Similarly, we also use the Dirichlet multinomial distribution to model surface protein (ADT) data. Suppose there are in total }{}$D$ number of ADT markers, then similarly, the density of Dirichlet multinomial is derived as }{}$P\ ( {{\boldsymbol{x}}_{\boldsymbol{j}}^{( 2 )}{\rm{|}}{{\boldsymbol{\alpha }}^{( 2 )}}} ) = \frac{{T_j^{( 2 )}!}}{{\mathop \prod \nolimits_{d = 1}^D x_{dj}^{( 2 )}!}}\ ( {\mathop \prod \limits_{d\ = \ 1}^D \frac{{\Gamma ( {x_{dj}^{( 2 )} + \alpha _d^{( 2 )}} )}}{{\Gamma ( {\alpha _d^{( 2 )}} )}}} )\frac{{\Gamma ( {| {{{\boldsymbol{\alpha }}^{( 2 )}}} |} )}}{{\Gamma ( {T_j^{( 2 )} + | {{{\boldsymbol{\alpha }}^{( 2 )}}} |} )}}$, where }{}$d = 1, \ldots ,D$ indicates the index for protein marker and }{}$T_j^{( 2 )} = \mathop \sum \limits_d x_{dj}^{( 2 )}$ is the total ADT counts for }{}$j$ th cell.

Without considering the correlation between two datasets, the joint log-likelihood for all cells, assuming full independency between two sources, can then be derived as

(1) }{}$$\begin{equation*}\begin{array}{@{}*{1}{l}@{}} {\mathop \sum \limits_{j\ = \ 1}^C \mathop \sum \limits_{k\ = \ 1}^K I(\ {z_j} = \ k)\log\left\{ {\left( {\mathop \prod \limits_{i\ = \ 1}^G \frac{{\Gamma \left( {x_{ij}^{(1)} + \alpha _{i(k)}^{(1)}} \right)}}{{\Gamma \left( {\alpha _{i\left( k \right)}^{(1)}} \right)}}} \right)\frac{{\Gamma \left( {\left| {{\boldsymbol{\alpha }}_{({\boldsymbol{k}})}^{(1)}} \right|} \right)}}{{\Gamma \left( {T_j^{(1)} + \left| {{\boldsymbol{\alpha }}_{({\boldsymbol{k}})}^{(1)}} \right|} \right)}}} \right.}\\[10pt] {\left. {\qquad \times \left( {\mathop \prod \limits_{d\ = \ 1}^D \frac{{\Gamma \left( {x_{dj}^{(2)} + \alpha _{d(k)}^{(2)}} \right)}}{{\Gamma \left( {\alpha _{d(k)}^{(2)}} \right)}}} \right)\frac{{\Gamma \left( {\left| {{\boldsymbol{\alpha }}_{({\boldsymbol{k}})}^{(2)}} \right|} \right)}}{{\Gamma \left( {T_j^{(2)} + \left| {{\boldsymbol{\alpha }}_{({\boldsymbol{k}})}^{(2)}} \right|} \right)}}} \right\}.} \end{array}\end{equation*}$$

To further model the correlation between different data sources, we introduce cell-specific random effects into our framework. Since we assume that cells belonging to same cell type share common Dirichlet parameters, we model cell heterogeneity by directly multiplying cluster-specific Dirichlet parameters with the random effects, i.e. }{}${\boldsymbol{\alpha }}_{{\boldsymbol{j}}( {\boldsymbol{k}} )}^{( 1 )} = {\boldsymbol{\alpha }}_{( {\boldsymbol{k}} )}^{( 1 )}{\boldsymbol{\ }}{b_j}$ and }{}${\boldsymbol{\alpha }}_{{\boldsymbol{j}}( {\boldsymbol{k}} )}^{( 2 )} = {\boldsymbol{\alpha }}_{( {\boldsymbol{k}} )}^{( 2 )}{\boldsymbol{\ }}{b_j}$, where }{}${\boldsymbol{\alpha }}_{( {\boldsymbol{k}} )}^{( 1 )}$ and }{}${\boldsymbol{\alpha }}_{( {\boldsymbol{k}} )}^{( 2 )}$ are the Dirichlet parameters of cell type }{}$k$ for RNA and protein data, respectively, and }{}${b_j}$ is the random effects for the }{}$j$th cell. Based on the fact that Dirichlet parameters are strictly positive numbers, we assume that this cell-specific random effects }{}${b_j}\ \sim\ {\rm LogNormal}\ ( {0,\ \sigma _b^2} )$, i.e., }{}$P\ ( {\boldsymbol{b}} ) = \mathop \prod \limits_{j = 1}^C \frac{1}{{{b_j}\sqrt {2\pi \sigma _b^2} }}{\rm exp}\{ { - \frac{{{{( {\log{b_j}} )}^2}}}{{2\sigma _b^2}}} \}$. Finally, the complete log likelihood can be derived as

(2) }{}$$\begin{equation*}\begin{array}{@{}*{2}{l}@{}} {log\,P\left( {{\alpha ^{(1)}},{\alpha ^{(2)}},Z,{b_j}\ {\rm{|}}{X^{(1)}},{X^{(2)}}} \right)\propto \sum _{j\ = \ 1}^C\sum _{k\ = \ 1}^K I(\ {z_j} = k)} \\[10pt] \times \ {\log\left\{ {\left( {\Pi _{i\ = \ 1}^G\frac{{\Gamma \left( {x_{ij}^{(1)} + \alpha _{i(k)}^{(1)}{b_j}} \right)}}{{\Gamma \left( {\alpha _{i\left( k \right)}^{(1)}{b_j}} \right)}}} \right)\frac{{\Gamma \left( {\left| {\alpha _{(k)}^{(1)}{b_j}} \right|} \right)}}{{\Gamma \left( {T_j^{(1)} + \left| {\alpha _{(k)}^{(1)}{b_j}} \right|} \right)}}} \right.}\\[10pt] {\left. {\qquad \times \left( {\Pi _{d\ = \ 1}^D\frac{{\Gamma \left( {x_{dj}^{(2)} + \alpha _{d(k)}^{(2)}{b_j}} \right)}}{{\Gamma \left( {\alpha _{d(k)}^{(2)}{b_j}} \right)}}} \right)\frac{{\Gamma \left( {\left| {\alpha _{(k)}^{(2)}{b_j}} \right|} \right)}}{{\Gamma \left( {T_j^{(2)} + \left| {\alpha _{(k)}^{(2)}{b_j}} \right|} \right)}}} \right\}}\\[10pt] \qquad +{ \sum _{j\ = \ 1}^C\left( { - \log{b_j} - \frac{{{{\left( {\log{b_j}} \right)}^2}}}{{2\sigma _b^2}}} \right) + \sum _{j\ = \ 1}^C\left( { - \frac{1}{2}\log\sigma _b^2} \right)} \end{array}\end{equation*}$$

We use Gibbs sampler to update}{}$\ {z_j}$, and use random walk Metropolis within Gibbs sampler to iteratively update }{}$\alpha _{i( k )}^{( 1 )}$, }{}$\alpha _{d( k )}^{( 2 )}$ and }{}${b_j}$ in (Equation 2) (details can be found in Supplementary Methods).

### Selection of the number of clusters and initial values

To implement BREM-SC, it is critical to select the total number of clusters and the initial values for MCMC. Specifically, the number of clusters }{}$K$ can be defined either with prior knowledge or standard model checking criterion such as Akaike's Information Criteria (AIC) or Bayesian Information Criteria (BIC). Meanwhile, there are many methods to determine the initial values of }{}${\alpha _1},{\alpha _2}, \ldots ,{\alpha _G}$. For BREM-SC we applied *K*-means clustering to get a preliminary clustering result for each data source separately, followed by using Ronning's method (19) to estimate initial values of }{}${\boldsymbol{\alpha }}$, which is similar to the estimation procedure implemented in DIMM-SC (10).

### Data generation algorithm for simulation studies under BREM-SC model

Based on different parameter settings in our Dirichlet multinomial models, we simulated RNA expression and ADT measurements for each single cell. In the simulation set-up, the two count matrices were sampled from the proposed Dirichlet mixture models. Specifically, for a fixed number of cell clusters }{}$K$, we first pre-defined the values of }{}${\boldsymbol{\alpha }}_{( {\boldsymbol{k}} )}^{( 1 )}$ and }{}${\boldsymbol{\alpha }}_{( {\boldsymbol{k}} )}^{( 2 )}$ for the }{}$k$th cell cluster. The random effects }{}${b_j}$ are generated from a log-normal distribution with pre-specified value }{}$\sigma _b^2$. We then computed the transcriptomic profile }{}${\boldsymbol{\alpha }}_{{\boldsymbol{j}}( {\boldsymbol{k}} )}^{( 1 )}$ for each single cell by multiplying }{}${\boldsymbol{\alpha }}_{( {\boldsymbol{k}} )}^{( 1 )}$ by }{}${b_j}$. Similarly, for cellular protein expression profile, we multiplied }{}${\boldsymbol{\alpha }}_{( {\boldsymbol{k}} )}^{( 2 )}$ by }{}${b_j}$ to compute }{}${\boldsymbol{\alpha }}_{{\boldsymbol{j}}( {\boldsymbol{k}} )}^{( 2 )}$. For the next step, we sampled the cluster proportion }{}${\boldsymbol{p}}_{\boldsymbol{j}}^{( 1 )}$ (or }{}${\boldsymbol{p}}_{\boldsymbol{j}}^{( 2 )}$) from a Dirichlet distribution }{}$Dir( {{\boldsymbol{\alpha }}_{{\boldsymbol{j}}( {\boldsymbol{k}} )}^{( 1 )}} )$ (or }{}$Dir( {{\boldsymbol{\alpha }}_{{\boldsymbol{j}}( {\boldsymbol{k}} )}^{( 2 )}} )$). Lastly, we sampled the UMI count vector }{}${\boldsymbol{x}}_{\boldsymbol{j}}^{( 1 )}$ for }{}$j$ th cell from multinomial distribution }{}$Multinomial( {T_j^{( 1 )},{\boldsymbol{p}}_{\boldsymbol{j}}^{( 1 )}} )$ and sampled the ADT count vector }{}${\boldsymbol{x}}_{\boldsymbol{j}}^{( 2 )}$ from }{}$Multinomial( {T_j^{( 2 )},{\boldsymbol{p}}_{\boldsymbol{j}}^{( 2 )}} )$, where }{}$T_j^{( 1 )}$ and }{}$T_j^{( 2 )}$ are each simulated from truncated normal distribution with parameters estimated from real data.

### Data generation algorithm for simulation studies under model misspecification

We used R package *Splatter* (20) to simulate data to assess robustness of BREM-SC under model misspecification. In *Splatter*, the final data matrix is a synthetic dataset consisting of counts from a Gamma-Poisson (or negative-binomial) distribution. Since there is no existing method for generating single cell surface protein expression levels from CITE-Seq, we also used *Splatter* to generate ADT count for the proteomic data. To make our simulated gene expression data a good approximation to the real data, our model parameters (in *Splatter*) were estimated from the real data downloaded from 10X Genomics website (https://support.10xgenomics.com/single-cell-gene-expression/datasets/1.1.0/b_cells). Specifically, for ADT data, we modified the *Splatter* parameters such as dropout rate, library size, expression outlier, and dispersion across features to make the simulated data more similar to real observed ADT data regarding the scale. We assumed all cell types are shared between gene expression and ADT data, and further specified differential expression parameters to generate scenarios with different magnitude of cell type differences.

### Setup of BREM-SC and competing methods used in this paper

As a Bayesian method, to increase the stability of BREM-SC and avoid the extreme case of bad initialization, in practice we recommend running the algorithm with three to five chains simultaneously (parallel computing implemented within R package) and then choose the chain with maximum likelihood. In this study, we applied BREM-SC using three chains in simulation and real data analyses, and set the number of MCMCs to be 500. On the other hand, all clustering methods to which BREM-SC compared were performed under their default settings. Single-source clustering methods including *K*-means, SC3 and TSCAN were applied to the pooled data from RNA expression and ADT with centered log-ratio (clr)-transformation (8) for normalization when applicable while ignoring source specificity.

### Metrics for clustering performance

We used adjusted rand index (ARI) (21) and adjusted mutual information (AMI) (22) as the metrics for clustering performance in our analysis. Both of them are commonly used metrics to indicate similarity between two clustering results. In general, ARI is based on pair-counting while AMI is based on Shannon information theory. ARI ranges from –1 to 1, where an ARI of value 1 indicates the clustering result is identical to the underlying truth, 0 indicates a clustering result by random clustering, and negative number indicates an even worse result than random clustering. Similar to ARI, an AMI of value 1 indicates a perfect clustering result while 0 indicates a random clustering result. Although ARI and AMI often agree in most situations, a previous study found that ARI is preferred when the reference clustering has relatively equal sized-clusters, while AMI is recommended when the reference clustering is unbalanced and thus small clusters could exist (23). Therefore, we used ARI as the clustering metric in our simulation studies since we simulated balanced clusters, and we used both ARI and AMI in our real data applications since the approximated ground truth cell types are not balanced.

### Public human peripheral blood mononuclear cells (PBMC) CITE-Seq dataset

To assess the performance of BREM-SC, we used a published human PBMC CITE-Seq dataset downloaded from 10X Genomics website (https://support.10xgenomics.com/single-cell-gene-expression/datasets/3.0.0/pbmc_10k_protein_v3). A total of 7,865 cells from a healthy donor were stained with 14 TotalSeq-B antibodies, including CD3, CD4, CD8a, CD14, CD15, CD16, CD19, CD25, CD45RA, CD45RO, CD56, CD127, PD-1 and TIGIT. Cell-matched scRNA-Seq data are available.

### In-house human PBMC CITE-Seq dataset

To further evaluate the validity of our method. We generated an in-house CITE-seq dataset of human PBMC from a healthy donor under IRB approval from the University of Pittsburgh. 1372 cells were stained with Totalseq-A from BioLegend and are prepared using the 10x Genomics platform with Gel Bead Kit V2. The prepared assay is subsequently sequenced on an Illumina Hiseq with a depth of 50K reads per cell. Cells in this dataset are measured for their surface marker abundance through CITE-seq (3). 

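The ADT matrix of the in-house dataset lists antibodies by protein and by the sequence tag that identifies it among the reads. The CD3 antibody, with the tag TATCCCTTGGGATGG, had a median of 2020.5 ADT counts per cell, the highest of the 10 antibodies. The CD4 antibody (tag GAGGTTAGTGATGGA) had a median of 770.5 counts per cell. Medians between 100 and 200 counts per cell were found for CD16 (tag AAGTTCACTCTTTGC, 194.5), CD11c (tag TACGCCTATAACTTG, 168) and CD8a (tag GCTGCGCTTTCCATT, 130.5). Medians below 100 counts per cell were found for CD127 (tag GTGTGTTGTCCTATG, 97), CD154 (tag GCTAGATAGATGCAA, 71), CD56 (tag TCCTTTCCTGATAGG, 54) and CD14 (tag CAATCAGACCTATGA, 40). A median over all cells is low for a protein that only a minority of cells carries, and the highest count in a single cell ranged from 2365 for CD127 to 13902 for CD16.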

Ten surface markers are measured for every cell: CD3, CD4, CD8a, CD11c, CD14, CD16, CD19, CD56, CD127 and CD154. Cell Ranger 3.0 was used to process the data and generate UMI matrix for the downstream analysis.

## RESULTS

To assess the performance of BREM-SC, we performed comprehensive simulation studies to compare BREM-SC with five existing clustering methods, including K-means, SC3, TSCAN, MV-NMF and PC-MSC, all of which are hard clustering approaches and thus will assign each cell to an exclusive cluster. We simulated scRNA-Seq and CITE-Seq data under both our proposed model and model misspecification (using R package Splatter (20)) to assess the validity and robustness of BREM-SC. For each simulation scenario, we simulated 100 datasets to assess the variability of clustering results for each method. We also applied BREM-SC on two human peripheral blood mononuclear cells (PBMC) CITE-Seq datasets to assess the usefulness of our method in real application.

### BREM-SC outperforms other methods in simulation studies under our proposed model

We designed different simulation scenarios to assess the performance of BREM-SC by varying number of cells in each cluster, number of clusters, magnitude of cell type differences (i.e. the magnitude of difference among different clusters), and among-cell variabilities (indicated by the magnitude of random effects).

The results of simulation studies under our proposed model are shown in Figure 2. In general, the performance of all clustering approaches decreases as the among-cell variability, indicated by }{}$\sigma _b^2$, increases, number of clusters increases, and number of cells decreases. As shown in Figure 2A, BREM-SC outperformed the other five competing methods by achieving the highest average ARI among 100 simulations across different levels of among-cell variabilities.

**Figure 2.**
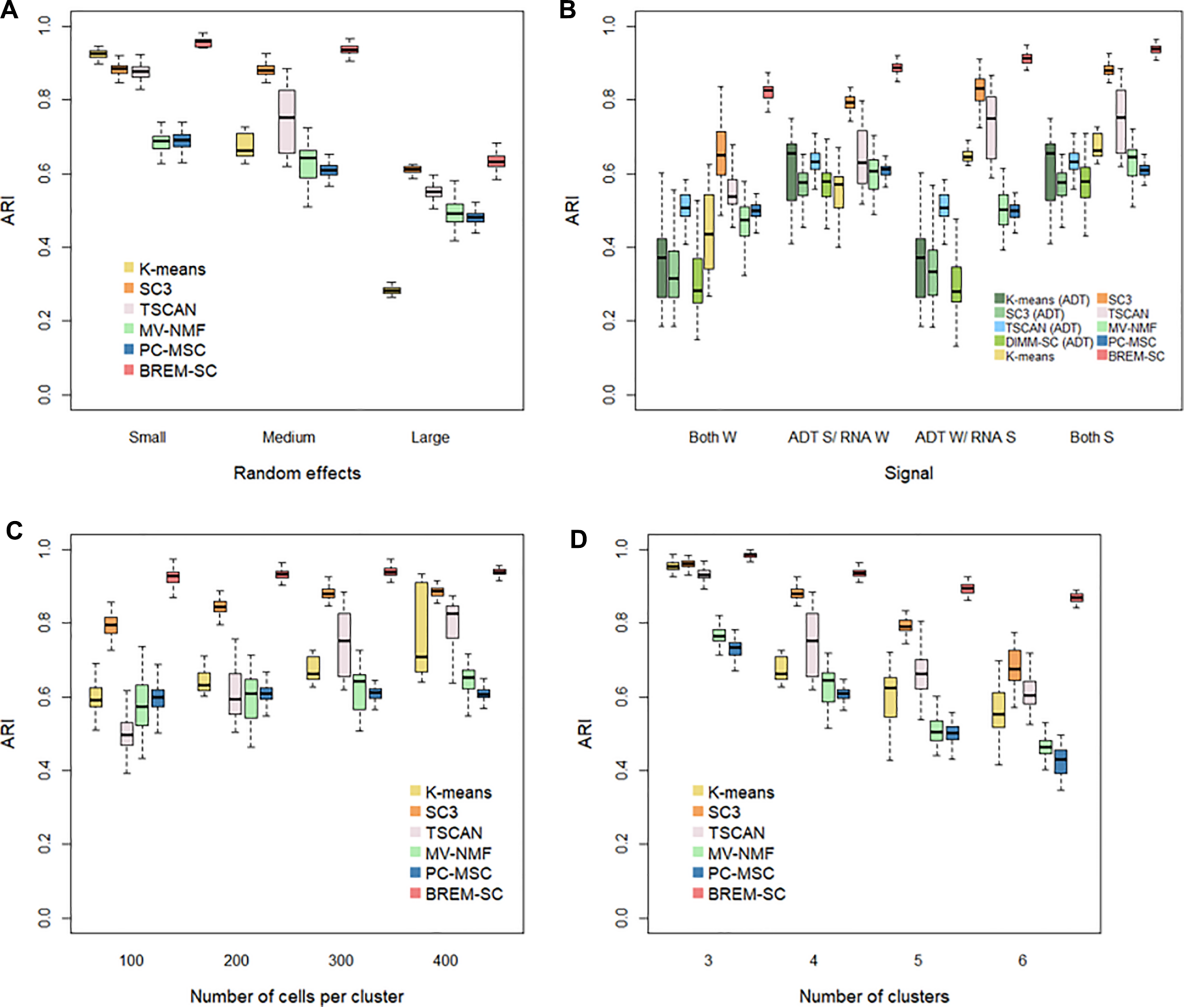
Boxplots of ARIs for six clustering methods across 100 simulations, investigating how various among-cell variabilities (**A**), magnitude of cell type differences (**B**), (W refers to weak signals between clusters; S refers to strong signals), number of cells in each cluster (**C**) and number of clusters (**D**) affect the clustering results.

Figure 2B–D list the boxplots of ARI by varying magnitude of cell type differences, number of cells in each cluster, and number of clusters, respectively. In Figure 2B, we considered four scenarios in terms of signal strength from two data sources. To illustrate the advantage of joint clustering, we also applied *K*-means, SC3, TSCAN and DIMM-SC on ADT data alone. When the clustering signal is strong (i.e. difference among cell clusters is large) in both RNA expression and ADT data (referred to *Both S* column), both BREM-SC and SC3 performed extremely well while other methods show fair clustering results. However, when cell clusters are similar in either proteomics (referred to *ADT W/ RNA S* column) or transcriptomics data (referred to *ADT S/ RNA W* column), *K*-means and TSCAN produced less accurate clustering results, while BREM-SC and SC3 still performed well. As expected, strong clustering signal leads to higher clustering accuracy and lower clustering variability. If both RNA expression and ADT data are alike across different cell types (referred to *Both W* column), ARIs of all methods decreased but BREM-SC still performed the best. This simulation scenario clearly demonstrated that as long as either of the data source contains strong clustering signals, our BREM-SC takes full advantage of that and achieves highly satisfactory performance. In Figure 2C, we observed that more cells can provide more accurate and robust clustering results, which is as expected. In Figure 2D, we found that larger number of clusters is associated with worse clustering performance. Again, in both scenarios, BREM-SC outperformed the other five methods across all various settings.

Consistently across all four scenarios shown in Figure 2, when data are generated from our proposed true model, BREM-SC outperformed *K*-means clustering, SC3, TSCAN, MV-NMF and PC-MSC, suggesting its advantages in fully utilizing both types of data simultaneously.

### BREM-SC outperforms other methods in simulation studies under model misspecification

To evaluate the robustness of BREM-SC when the data generation model is mis-specified, we simulated additional datasets using R package *Splatter* (20), a commonly used tool to simulate scRNA-Seq data whose underlying models are completely different from ours. Figure 3 shows the performance of BREM-SC and other competing methods under model misspecification. In Figure 3A, we simulated different signal strength for each data source using *Splatter*. Methods such as K-means and MV-NMF produced poor results across all scenarios even when signal strengths are large in both data sources. On the other hand, BREM-SC outperformed all other methods and showed good clustering performance even when signal strengths are relatively small in both data sources. In Figure 3B, we assessed the clustering performance across different probabilities that a gene is differentially expressed (DE). In general, higher DE probability indicates easier cell clustering. Again, we found that BREM-SC outperformed all other competing methods in terms of clustering accuracy. Therefore, we demonstrated the strong robustness of BREM-SC under model misspecification.

**Figure 3.**
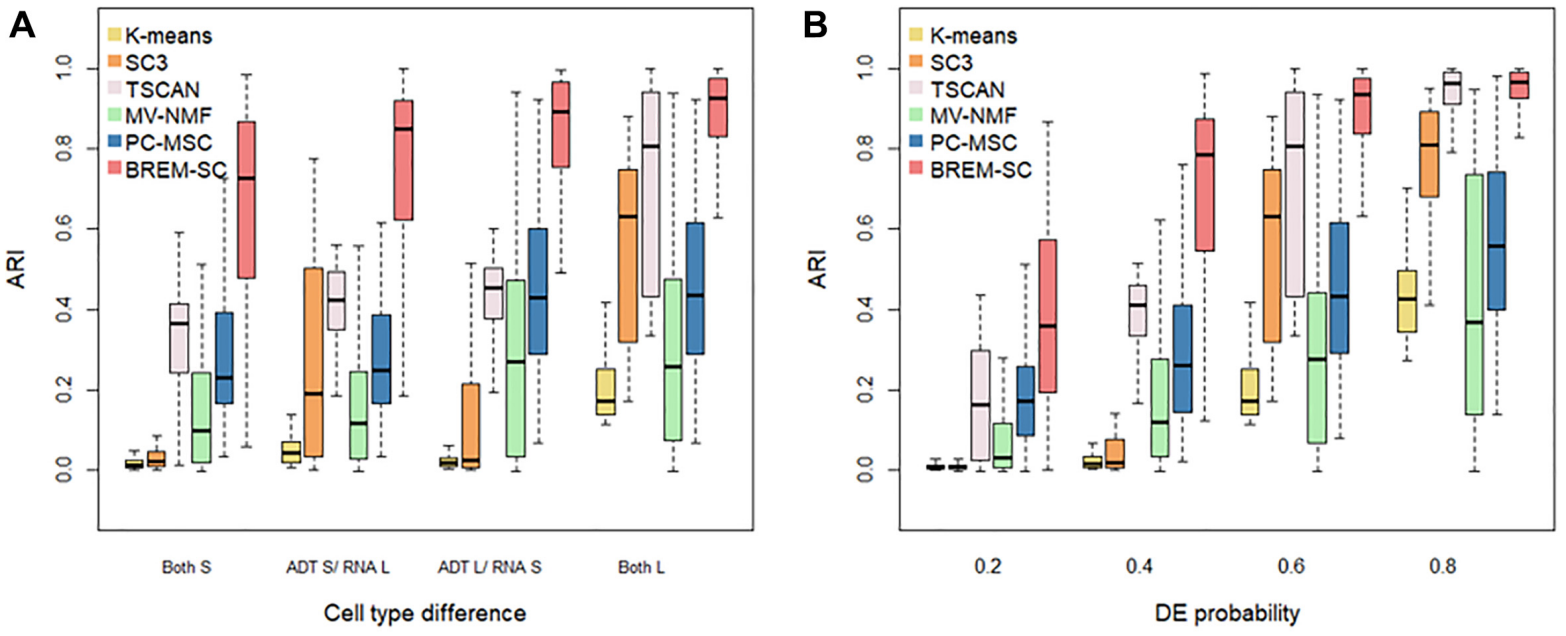
Boxplots of ARIs for six clustering methods across 100 simulations using Splatter. The performance under various magnitude of cell type differences were investigated. In (**A**), mean parameters of three cell types were set as (0.15, 0.151, 0.152) and (0.15, 0.2, 0.25) to represent two levels (S standards small and L standards for large) of cell type difference. In (**B**), different probabilities that a gene would be selected to be differentially expressed (DE) were set.

### Analysis of a public human PBMC CITE-Seq dataset

To evaluate the clustering performance of BREM-SC on real data, we first used a published human peripheral blood mononuclear cells (PBMC) CITE-Seq dataset downloaded from 10× Genomics website. A total of 7865 cells and 14 surface protein markers are included in this dataset in addition to matched scRNA-Seq data. As a standard approach of analyzing human PBMC dataset, we extracted the top 1000 highly variable genes using the algorithm implemented in Seurat that accounts for mean-variance relationship (18). We identified seven cell types based on the biological knowledge of both protein and gene markers as the approximate truth, which is illustrated in Supplementary Figure S1. Examples of such cell type identification procedure are shown in Supplementary Figure S2. Taken together, >80% of single cells can be assigned to a specific cell type. Cells with uncertain cell types (not identified in the ground truth) were removed from computing ARIs and AMIs.

We applied eight clustering methods (*K*-means clustering, TSCAN, SC3, Seurat, DIMM-SC, MV-NMF, PC-MSC and BREM-SC) on this dataset and performed both single source clustering (using ADT or RNA data only) and multi-source joint clustering, respectively. We ran each method ten times to evaluate the stability of clustering performance. Note that since TSCAN is a deterministic clustering method and generates identical results, stability of performance cannot be assessed from analyzing a single dataset for this method. Similar feature is for Seurat with a fixed resolution parameter. As shown in Table 1, BREM-SC outperformed other methods for multi-source joint clustering in terms of both ARI and AMI. Also, we observed that the clustering results based on protein only are better than based on RNA only for all methods. For example, Seurat reached an ARI of 0.726 and AMI of 0.757 in protein only analysis, but only with ARI of 0.564 and AMI of 0.660 in RNA only analysis. We can explain this observation by the facts that we used much more protein information to build the approximated ground truth, and on the other hand, the transcriptome and proteome information are not as highly correlated as people may expect at single cell resolution, which has also been observed in other studies. Further, we used Uniform Manifold Approximation and Projection (UMAP) plot (24) to visualize the clustering results from BREM-SC. UMAP is a recently developed non-linear dimension reduction tool for visualization, but quickly gains popularity among single cell researches because of its outstanding performance. Figure 4 shows the UMAP plots with each cell colored by their ground truth label (Figure 4A) and cluster labels inferred by BREM-SC (Figure 4B), respectively. In general, the two plots are highly similar regarding to the distribution of different clusters (ARI = 0.840), indicating the outstanding performance of BREM-SC.

**Table 1.** Performance (ARI and AMI) of different clustering methods from ten times analyses of the public human PBMC real dataset

	ARI	AMI
	Mean (SD), [range]	Mean (SD), [range]
Single source clustering - RNA only		
K-means	0.524 (0.054), [0.508, 0.562]	0.592 (0.022), [0.579, 0.632]
TSCAN	0.563 (N/A), [N/A]	0.591 (N/A), [N/A]
SC3	0.596 (0.082), [0.456, 0.709]	0.629 (0.060), [0.513, 0.706]
DIMM-SC	0.629 (0.030), [0.590, 0.676]	0.666 (0.018), [0.653, 0.700]
Seurat	0.564 (N/A), [N/A]	0.660 (N/A), [N/A]
Single source clustering - protein only		
*K*-means	0.653 (0.093), [0.436, 0.760]	0.732 (0.048), [0.632, 0.808]
TSCAN	0.691 (N/A), [N/A]	0.717 (N/A), [N/A]
SC3	0.649 (0.045), [0.568, 0.692]	0.722 (0.035), [0.670, 0.777]
DIMM-SC	0.698 (0.046), [0.619, 0.741]	0.744 (0.025) [0.701, 0.766]
Seurat	0.726 (N/A), [N/A]	0.757 (N/A), [N/A]
Multi-source joint clustering		
*K*-means	0.661 (0.107), [0.471, 0.811]	0.723 (0.059), [0.577, 0.781]
TSCAN	0.586 (N/A), [N/A]	0.635 (N/A), [N/A]
SC3	0.679 (0.162), [0.430, 0.911]	0.723 (0.096), [0.595, 0.870]
MV-NMF	0.701 (0.154), [0.380, 0.856]	0.679 (0.098), [0.473, 0.779]
PC-MSC	0.641 (0.029), [0.621, 0.723]	0.679 (0.018), [0.672, 0.729]
BREM-SC	0.728 (0.091), [0.585, 0.840]	0.737 (0.048), [0.674, 0.800]

**Figure 4.**
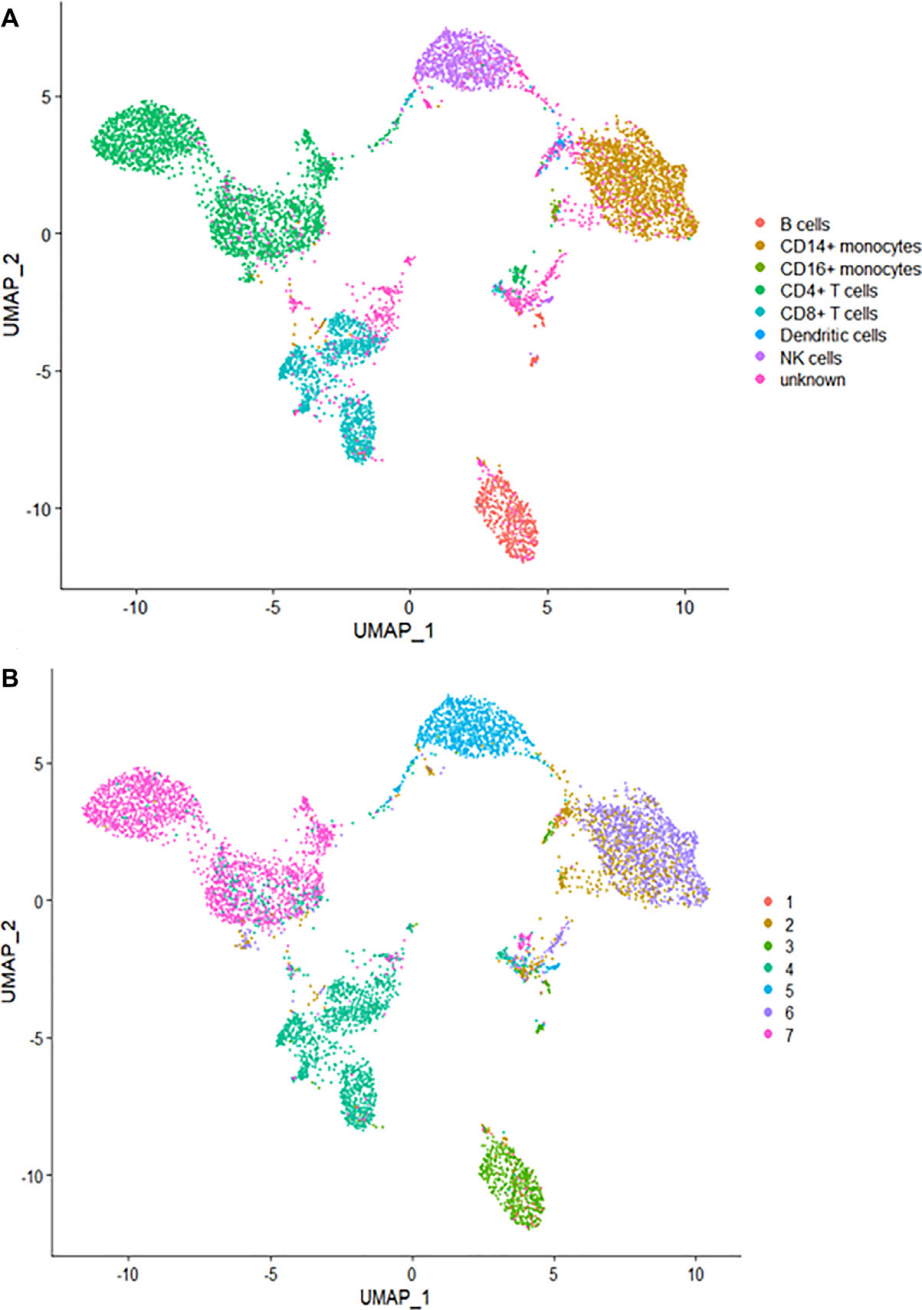
The performance of BREM-SC with the public human PBMC CITE-Seq dataset (from 10X Genomics). The UMAP projection of cells are colored by the approximate ground truth (**A**) and BREM-SC clustering results (**B**).

### ‘Soft-clustering’ property of BREM-SC

We further used this public human PBMC CITE-Seq dataset to illustrate the property of ‘soft-clustering’, that BREM-SC can provide the posterior probability that a given cell belongs to a specific cluster in addition to cell labels. We highlighted the ‘vague’ cells identified by BREM-SC on UMAP plots. Here ‘vague’ cells refer to those cells with largest posterior probability smaller than a pre-specified threshold. By setting up different probability threshold, the number of ‘vague’ cells can be controlled. In Figure 5, we showed the distribution of ‘vague’ cells, which are defined as the lowest 5% cells ranked by the largest cluster posterior probability, on UMAP plot for the public PBMC dataset. By comparing with Figure 4A, we found many of such ‘vague’ cells coincide with either the unknown cells that we fail to identify based on current biological knowledge or the cells on the boundary between two cell types that are closely attached to each other on UMAP plot. In addition, we observed that a subset of CD8+ T cells are labeled as ‘vague’ cells, which we suspect to be memory CD8+ T cells by differential expression analysis with RNA data. We also plotted the distribution of the top 1%, 2%, 3% and 4% ‘vague’ cells with the lowest certainty in Supplementary Figure S4.

**Figure 5.**
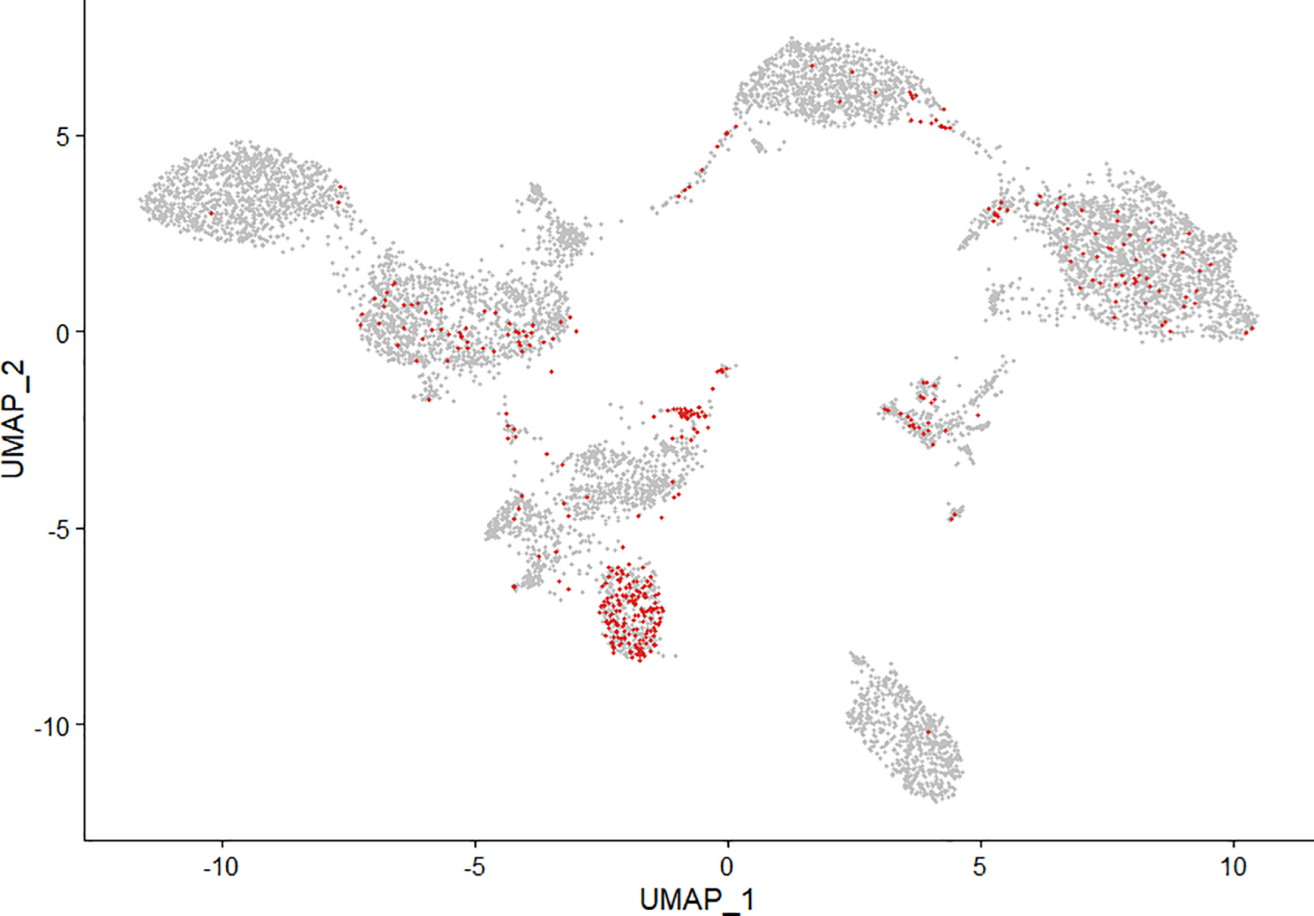
Illustration of ‘soft clustering’ property by highlighting ‘vague’ cells (about lowest 5% ranked by the largest cluster posterior probability) from BREM-SC.

### Analysis of an in-house human PBMC CITE-Seq dataset

Because there are limited public datasets of CITE-seq, to further evaluate our method, we performed a CITE-seq experiment on human PBMCs from a healthy donor with informed consent and University IRB approval. 

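The experiment gave 1 RNA library and 1 ADT library of the same cells from 1 donor, prepared with the 10x Genomics system and antibodies that carry sequence tags. The authors processed the reads with Cell Ranger 3.0, and the deposited files hold whole-number counts without normalization: unique molecular identifiers (UMIs) per gene in the RNA matrix and counts per antibody in the ADT matrix. The paper's methods give 1372 cells and its results give 1388, and both matrices hold the same 1372 cells. At least 1 UMI was counted for 16793 genes. The RNA library held 4023722 UMIs, with a median of 2830 UMIs per cell (at most 21473) and a median of 979.5 detected genes per cell (range 36 to 3528). The ADT library held 12845251 counts, with a median of 9319 counts per cell (range 213 to 47451), and 95.3% of cells had more ADT counts than UMIs. The paper states a depth of 50000 reads per cell, and the values given here rest on the deposited counts. No cell was filtered out, since the paper's text names no filter for these cells. Scrublet called 13 cells (0.948%) doublets, and these were kept except in an alternative that left them out. With 1 donor and 1 library of each kind there are no replicates, so no test was made. Intervals on counts and on shares of cells cover counting error only, and an SD over 10 starts describes the spread of an algorithm on the same cells. Each clustering was compared with cell labels from antibody gates by the adjusted Rand index (ARI) and the adjusted mutual information (AMI, divided by the larger entropy). BREM-SC, jointDIMM-SC, DIMM-SC, SC3, PC-MSC and TSCAN were rewritten from their published equations and steps, and K-means and Seurat were run with existing software. MV-NMF was not run, because the paper gives too few details of it.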

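Of all counts in the ADT library of these cells, the CD4 antibody took 26.0% and the CD3 antibody 19.5%. The CD11c antibody took 7.31%, and CD56, CD14 and CD154 took between 1.42% and 2.68% each. Only 1 of the 13720 values of the ADT matrix was 0, and the median of all its values was 103 counts. In the RNA matrix, the values above 0 had a median of 1 UMI and a mean of 2.98, and 72.1% of them were exactly 1 UMI. Ribosomal protein genes took 35.6% of all UMIs and mitochondrial genes 3.65%.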

10× Genomics Chromium system was used to generate CITE-Seq data with 10 cell surface markers designed in the experiment, which yielded a total of 1388 cells. Similarly, we extracted the top 1000 highly variable genes as we did for the public human PBMC dataset. 

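Seurat's vst method on all cells was used for the selection. The 1000 genes held 490567 UMIs, 12.2% of the RNA library, with a median of 243.5 UMIs per cell (range 10 to 9589). Zeros made up 92.1% of their values, against 97.1% of the whole RNA matrix and 94.1% over the genes with at least 1 UMI. Across all cells together, the median variable gene had 50.5 UMIs, and 229 of the genes had fewer than 10. Of the genes that encode targets of the antibodies, CD8A, CD14, FCGR3A and IL7R were among the variable genes. The genes for CD3 (CD3D, CD3E and CD3G), CD4, CD11c (ITGAX), CD56 (NCAM1) and CD154 (CD40LG) were not selected.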

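Each cell was sorted by the natural log of its antibody counts plus 1, with a lower and an upper line per marker read from the dashed lines of Supplementary Figure S3. A cell was negative below the lower line, positive at or above the upper line, and left unassigned in between. The lines included 5 and 7 for CD3, 5.5 and 7.5 for CD4, 6 and 8 for CD8a and for CD16, 4.5 and 6.5 for CD14, and 4.5 and 6 for CD56. By these gates 1170 of the cells, or 85.3%, were assigned (exact binomial 95% confidence interval 83.3% to 87.1%). The gates held 571 CD4+ T cells (41.6%), 223 CD8+ T cells (16.3%), 209 NK cells (15.2%), 92 CD14+ monocytes (6.71%), 69 B cells (5.03%) and 6 CD16+ monocytes (0.437%, interval 0.161% to 0.949%). The share moved most with a single line per marker at the midpoint of the pair, which assigned 94.0% of cells. CD127 was left out of the gates because no line for it is drawn.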

For this dataset, we identified six subtypes of PBMCs based solely on the biological knowledge of cell-type-specific protein markers (illustrated in Supplementary Figure S1), and >85% of single cells were assigned to a specific cell type using these markers. Examples of such cell type identification procedure are shown in Supplementary Figure S3. 

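Since cells between the lines were left out, the gates differ by construction in the antibodies that define them. The median CD3 count per cell was 3061 in the CD4+ T gate and 2289 in the CD8+ T gate, and it was between 32 and 76.5 in the other gates. The CD4 antibody had a median of 5202 in the CD4+ T gate and 111 in the CD8+ T gate, and the CD14+ monocytes stood in between with 724. The CD8a antibody had a median of 9042 in the CD8+ T gate, 852 in the NK gate and 88 in the CD4+ T gate. Within the NK gate the CD8a counts ranged widely, from 134.4 at the 10th percentile to 2146.8 at the 90th. Median CD16 counts were 7573 in NK cells and 9513 in CD16+ monocytes, with at most 241 in any other gate. The CD56 antibody had a median of 1017 in NK cells and 52 in CD16+ monocytes. CD14+ monocytes had medians of 1322.5 for CD14 and 4082.5 for CD11c. CD127 counts were low throughout, with a median of 181 in CD4+ T cells, 126 in CD8+ T cells and 44 in NK cells. CD154 had its highest gate median, 127.5, in CD14+ monocytes.

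**Figure D1:**
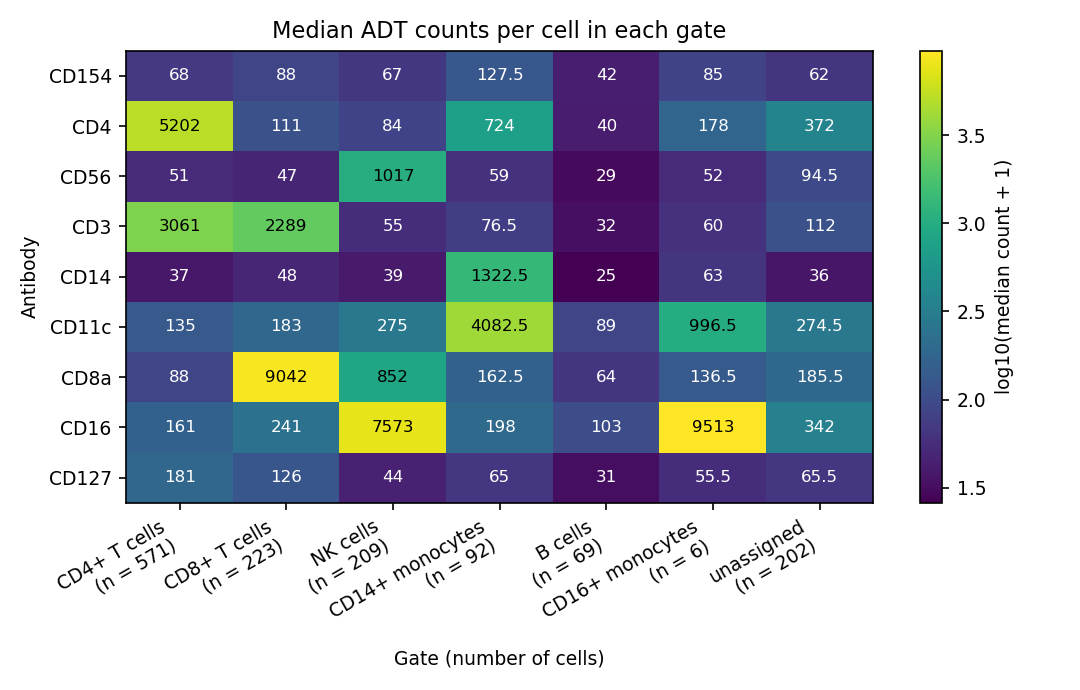
Median ADT counts per cell for 9 antibodies (vertical axis) in each gate and in the unassigned cells (horizontal axis), with the number of cells in brackets. Colours give the log10 of the median count plus 1, and the printed numbers are the medians, such as 9042 for CD8a in CD8+ T cells and 852 in NK cells.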

We then used these cell labels as the approximated ground truth to benchmark the clustering performance for different clustering methods. 

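The RNA of the gated cells, which took no part in the labels, was summed per gate and scaled to 1000000 UMIs (CPM). Median depths were 3066 UMIs per cell in the CD4+ T gate, 2908 in the CD8+ T gate, 2386 in the NK gate, 3765 in the CD14+ monocyte gate, 2912 in the B cell gate and 2117.5 in the CD16+ monocyte gate. The genes with the largest ratio of CPM to all other gated cells were taken among genes with at least 100 UMIs in the gate. In the CD4+ T gate these were TSHZ2 (19.7-fold, exact 95% interval 10.1 to 43.8), CD40LG and TRAT1. In the CD8+ T gate CD8B led with 469 UMIs against 8 elsewhere, a 239-fold ratio (interval 120 to 557), ahead of LINC02446 and CD8A. KLRF1 led the NK gate with a 75.7-fold ratio (interval 51.2 to 117), followed by TRDC and GNLY. VCAN led the CD14+ monocyte gate with 306 UMIs against 3 elsewhere, a ratio of 946 (interval 321 to 4610), followed by CSTA and S100A12. In the B cell gate LINC00926, TCL1A and MS4A1 ranked highest, each at least 277-fold above the other gated cells. Only 14 genes reached 100 UMIs in the CD16+ monocyte gate, and its leading gene, FTH1, was 4.76-fold higher with 56.6% of its UMIs from a single cell. In this gate of 6 cells, 3 had UMIs of NK genes and none of the CD16+ monocyte genes MS4A7, LST1, CDKN1C and LILRB2. LYZ UMIs were also counted outside the monocyte gates, and how they came there was not tested. A LYZ UMI was found in 97.8% of CD14+ monocytes and in 13.5% of CD4+ T cells, or in 100% and 5.57% after each cell was thinned to 1000 UMIs, which left out 6 and 68 shallower cells.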

Cells with uncertain cell types were removed when calculating ARIs and AMIs.

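The 202 unassigned cells made up 14.7% of all cells (exact binomial 95% confidence interval 12.9% to 16.7%), with a median of 2739.5 UMIs and 6785 ADT counts per cell. Scrublet called 5 of them doublets. A set of 45 of these cells had CD3 between its lines. Another set of 31 cells was negative for CD3, CD14 and CD16, with a median of only 1870 ADT counts per cell. Of the CD3- cells that reached the CD14 and CD16 gates, 27 were CD14- and CD16+ with CD56 between its lines, 15 were CD14+ without being negative for CD16, and 12 were CD16+ with CD14 between its lines. A further 13 had CD14 between its lines without being positive for CD16, and 9 were CD14- with CD16 between its lines. Among CD3+ cells that reached the CD4 and CD8a gates, 17 had CD4 or CD8a between its lines, 14 were negative for both and 4 were positive for both. With the unassigned cells scored as a 7th group instead of being left out, the mean ARI of BREM-SC was 0.820.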

Similar to the analysis of public human PBMC dataset, we applied eight clustering methods on this in-house PBMC dataset and repeated each method ten times to evaluate the stability of its performance. 

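Over 10 starts, the ARI of BREM-SC against the gates ranged from 0.938 to 0.990, with a mean of 0.971 ± 0.0171 (SD, n = 10 starts). The AMI had a mean of 0.948 ± 0.0326 and ranged from 0.886 to 0.975. Each start ran 3 chains of 500 iterations with 6 clusters, and the chain with the highest likelihood was kept. The chain with the highest likelihood of all 30 had an ARI of 0.977, while the highest ARI of any chain was 0.995 and the lowest was 0.676. In that highest-likelihood chain, 564 of the 571 CD4+ T cells and 222 of the 223 CD8+ T cells fell into separate clusters. A further cluster held all 209 NK cells, and others held 90 of the 92 CD14+ monocytes and all 69 B cells. The 6 CD16+ monocytes were split evenly, with 3 in the cluster of the NK cells and 3 in a cluster of 37 cells, 32 of which were unassigned. Over the starts, the share of CD8+ T cells in their main cluster varied most among the larger gates, from 60.1% to 99.6%. Another choice of the 1000 variable genes, by dispersion, moved the mean ARI most, to 0.755.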

As shown in Figure 6, BREM-SC performed very well in the human PBMC samples (ARI = 0.985), since the UMAP plot with each cell colored by their cell-type label based on protein markers (Figure 6A) is highly similar to the plot generated from the clustering result of BREM-SC (Figure 6B). Clustering results for all methods are summarized in Table 2. Again, BREM-SC outperformed all other competing methods for multi-source joint clustering based on the average ARI and AMI. However, it is observed that in general single source clustering with ADT count data performed better than multi-source joint clustering under this circumstance. 

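Among the competing joint methods, jointDIMM-SC aside, PC-MSC came next to BREM-SC with a mean ARI of 0.850 ± 0.140 (SD, n = 10 starts) and a mean AMI of 0.875. K-means had a mean ARI of 0.823 ± 0.144 and a mean AMI of 0.800, and SC3 had 0.811 ± 0.0809 and 0.774. TSCAN, which has no random start, had an ARI of 0.173 and an AMI of 0.370. BREM-SC lay 0.121 above PC-MSC in mean ARI, which is less than the 0.141 that the SDs of both over their starts combine to. Here and below, such a combined value is the spread of a difference between single runs. It is not the error of a difference between means, which is smaller. The runs of PC-MSC fell into separate groups between 0.685 and 0.962, and its better group lay within the range of BREM-SC. Across the main setting and its alternatives, 19 in all, BREM-SC had the highest mean ARI of these joint methods in 17. The settings are not independent, since several rescore the same clusterings or change only BREM-SC or only the other methods. MV-NMF was not run and is not in this ranking. PC-MSC was higher with 2000 variable genes (difference -0.0146) and with 5 clusters (difference -0.0805).

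**Figure D2:**
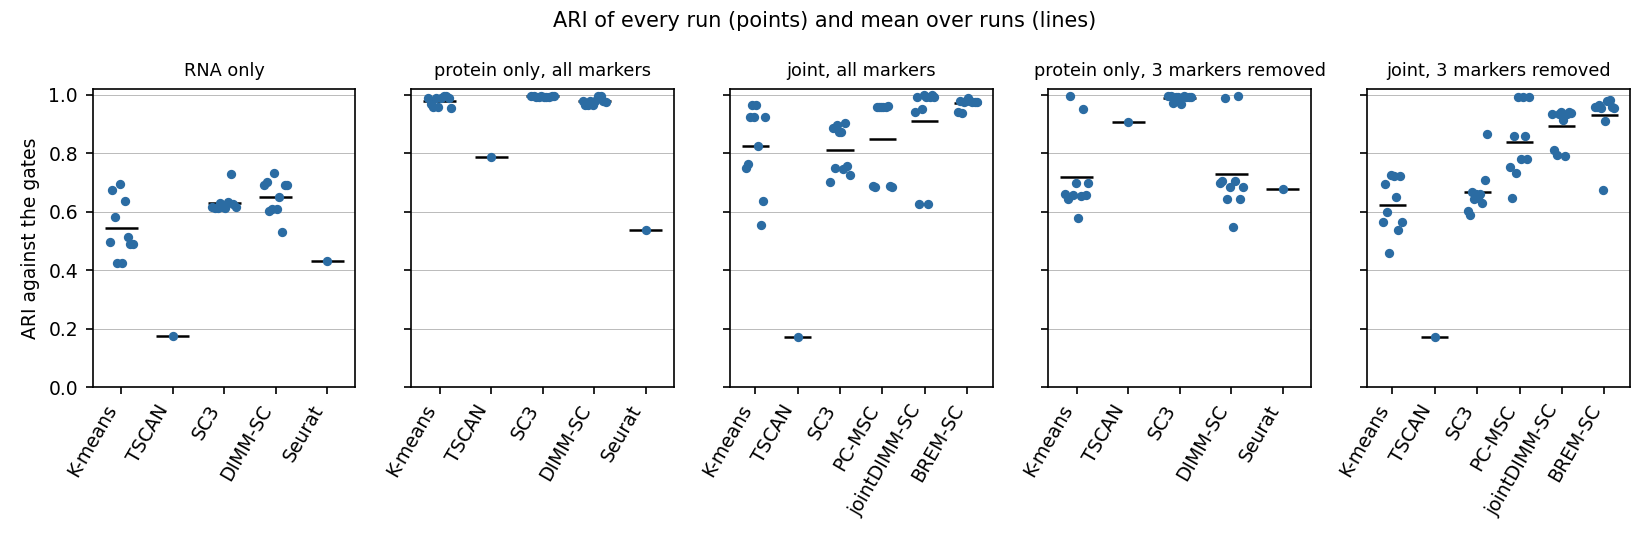
ARI against the antibody gates for every run of each method (points) and the mean over runs (lines), from 0 to 1, by the data used: RNA only, protein only and joint, the protein with all markers or with 3 markers removed. The joint runs of BREM-SC with all markers lie between 0.938 and 0.990, those of K-means between 0.556 and 0.965.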

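With the ADT counts alone, SC3 had a mean ARI of 0.995 ± 0.000998 (SD, n = 10 starts) and DIMM-SC 0.979 ± 0.0121, with mean AMIs of 0.982 and 0.953. For SC3, the lowest run on the ADT counts (ARI 0.994) lay above its highest joint run (0.903). Seurat at its default resolution of 0.8 split the cells into 10 clusters by their ADT counts and reached an ARI of 0.539 and an AMI of 0.636. Its ARI depended on the resolution, with 0.636 at a resolution of 0.4 and 0.414 at 1.2. At resolutions of 0.2 and 0.1, chosen after seeing the values, it was 0.689 and 0.996, the last with 5 clusters. With the RNA alone every method scored lower than with the ADT counts in the main setting, while Seurat at a resolution of 1.2 had 0.429 with the RNA. The mean ARI from RNA was 0.651 ± 0.0616 for DIMM-SC, 0.631 ± 0.0357 for SC3 and 0.543 ± 0.0982 for K-means, and single runs gave 0.431 for Seurat and 0.176 for TSCAN. In the RNA clusterings of DIMM-SC, a mean of 57.8% of the CD8+ T cells shared their main cluster, against 92.9% of the CD4+ T cells.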

The reason for this result is that the approximated ground truth is built solely based on protein markers, and thus will favor clustering analyses only using the protein data. 

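K-means on the ADT counts alone had a mean ARI of 0.979 ± 0.0175 (SD, n = 10 starts), with runs from 0.953 to 0.996. The difference of the joint from the protein-only mean ARI was -0.155, larger than the 0.145 that both SDs combine to, although the highest joint run overlapped the lowest protein-only runs. It ranged from -0.0186 with ln(count + 1) to -0.407 with variable genes chosen by dispersion, and was -0.0611 with the cell filter. TSCAN on the ADT counts had an ARI of 0.788 and used 7 principal components there, but 3 in the joint data. In the joint K-means runs a mean of 71.6% of the CD8+ T cells shared their main cluster, against 88.5% with the ADT counts alone, and for the CD14+ monocytes the shares were 85.7% and 100%.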

Methods such as *K*-means and TSCAN performed much worse compared to their corresponding single source analysis results, indicating that they failed to properly incorporate RNA information and thus the joint clustering results were highly compromised by the inclusion of RNA ‘noises’. On the other hand, BREM-SC, although performed slightly worse than DIMM-SC with protein only clustering, still gives extremely satisfactory results (mean ARI = 0.966), indicating that BREM-SC can handle mRNA–protein association very well in real data and is robust to ‘noises’ introduced from one data source.

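The difference of BREM-SC from DIMM-SC on the ADT counts was -0.00755 in mean ARI, within the 0.0210 that the SDs of both over their starts combine to, so the order of the pair was not resolved. Its sign changed with 500 variable genes (0.0117), with 7 clusters (0.0338) and with cells under 500 genes or over 10% mitochondrial UMIs left out (0.0111). With DIMM-SC, a mean of 93.4% of the CD8+ T cells and 96.5% of the NK cells shared their main cluster, and with BREM-SC the means were 91.4% and 100%. The paper reads its own joint value, slightly under that of protein-only DIMM-SC and still high, as a sign that BREM-SC deals well with the association between mRNA and protein and tolerates noise from a single data source.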

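An association between mRNA and protein was measured for antibodies and their genes, with all gates pooled. Most of these antibodies define the gates, so differences between gates enter the values. Values within a gate were not computed, so the paper's reading of BREM-SC was not tested by them. Across the 1170 gated cells, which are cells of 1 library and not replicates, Spearman's rho between UMIs and antibody counts was highest for IL7R and CD127 (0.598), FCGR3A and CD16 (0.558), CD8A and CD8a (0.553) and CD3D and CD3 (0.535), and CD3E and CD3G had 0.309 and 0.367 with CD3. It was 0.397 for CD14, 0.296 for CD4, 0.178 for ITGAX and CD11c, 0.139 for NCAM1 and CD56, and 0.0221 for CD40LG and CD154. Thinning each cell to 1000 UMIs lowered all of these values, to 0.382 for IL7R and -0.00670 for CD40LG. IL7R was then no longer the highest, with FCGR3A at 0.453 and CD8A at 0.401. The counts behind the low values of ITGAX and NCAM1 were small, with 55 and 24 UMIs in all cells. CD40LG, with the lowest value, had more (113 UMIs), while the CD154 antibody median was only 68 in the CD4+ T gate. NCAM1 had 16 UMIs in the NK gate and was found in 7.18% of NK cells against 0.350% of CD4+ T cells (3.54% and 0.199% after thinning, with 11 and 68 shallower cells left out). CD4 had 107 CPM (exact Poisson 95% interval 74.8 to 149) in CD14+ monocytes and 77.2 CPM (64.3 to 92.0) in CD4+ T cells, with intervals that overlap, while the median CD4 antibody counts were 724 and 5202. CD3E had 591 CPM (526 to 663) in the NK gate, close to the 632 CPM (594 to 672) of the CD4+ T gate, while CD3D had 12.2 CPM (4.46 to 26.5) against 585 (548 to 623). CD40LG had 61.8 CPM (50.3 to 75.2) in CD4+ T cells and 0 UMIs in CD14+ monocytes, the gate with the highest CD154 antibody counts.

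**Figure D3:**
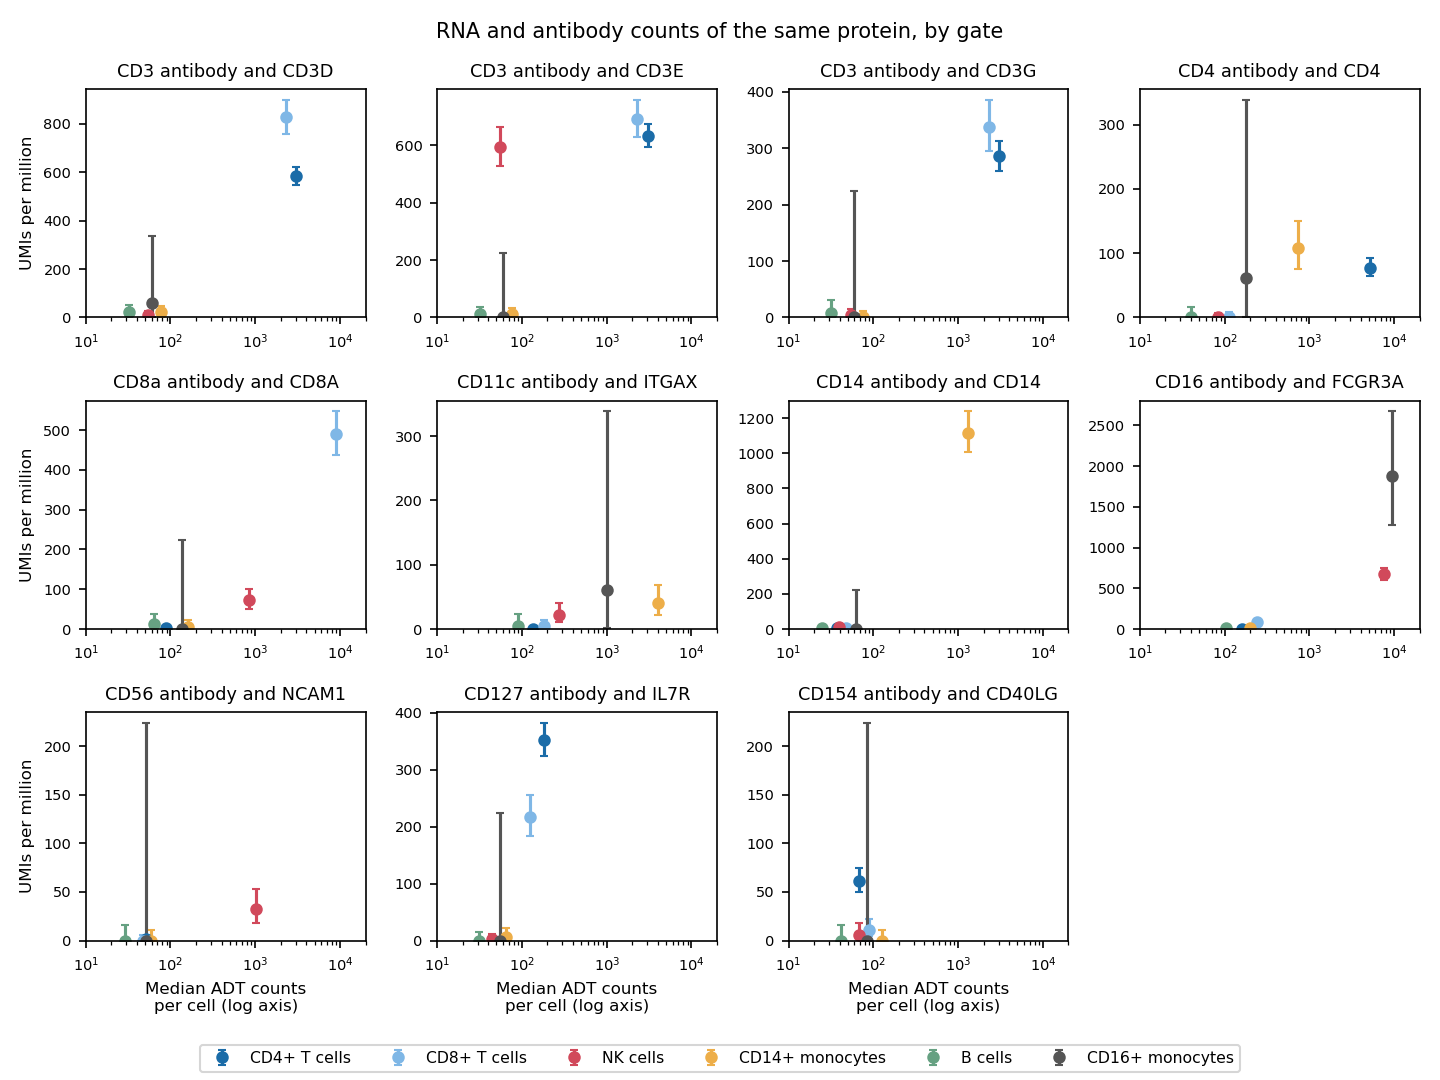
CPM of 11 genes (vertical axes, with exact Poisson 95% intervals that cover counting error only) against the median ADT counts per cell of the matching antibody (horizontal log axes), 1 point per gate. CD3E in NK cells lies at 591 CPM with a median of 55 CD3 counts per cell.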

**Figure 6.**
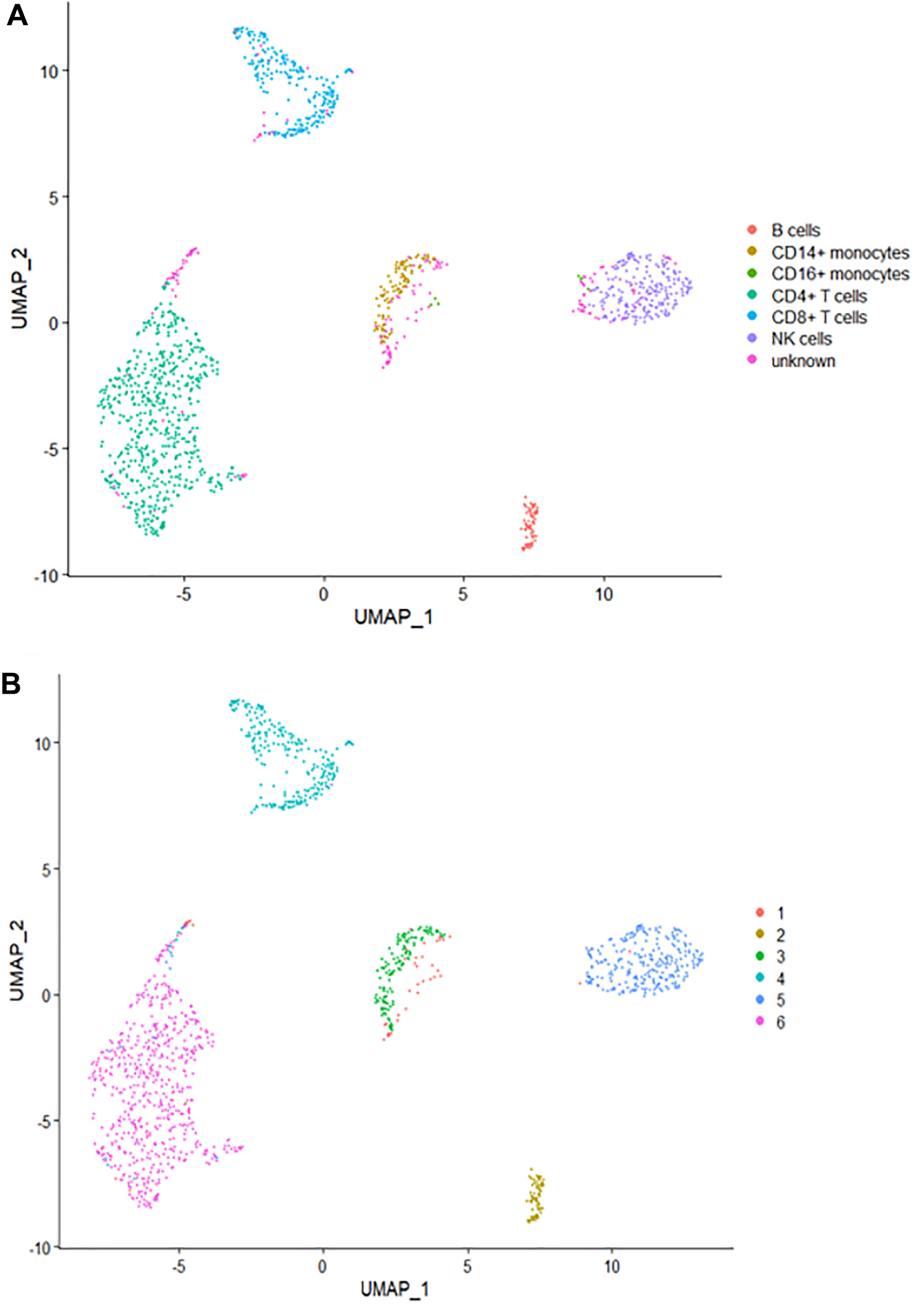
The performance of BREM-SC for in-house human PBMC CITE-Seq dataset. The UMAP projection of cells are colored by the ground truth (**A**) and BREM-SC clustering results (**B**).

**Table 2.** Performance (ARI and AMI) of different clustering methods from ten times analyses of the in-house human PBMC real dataset

	ARI	AMI
	Mean (SD), [range]	Mean (SD), [range]
Single source clustering - RNA only		
*K*-means	0.547 (0.073), [0.429, 0.681]	0.613 (0.062), [0.474, 0.707]
TSCAN	0.476 (N/A), [N/A]	0.574 (N/A), [N/A]
SC3	0.561 (0.017), [0.540, 0.589]	0.606 (0.022), [0.560, 0.644]
DIMM-SC	0.563 (0.101), [0.366, 0.682]	0.598 (0.069), [0.488, 0.707]
Seurat	0.675 (N/A), [N/A]	0.732 (N/A), [N/A]
Single source clustering - protein only (complete list)		
*K*-means	0.930 (0.120), [0.702, 0.989]	0.931 (0.072), [0.794, 0.968]
TSCAN	0.929 (N/A), [N/A]	0.881 (N/A), [N/A]
SC3	0.921 (0.039), [0.816, 0.951]	0.891 (0.048), [0.760, 0.930]
DIMM-SC	0.988 (0.005), [0.975, 0.993]	0.971 (0.014), [0.935, 0.983]
Seurat	0.996 (N/A), [N/A]	0.976 (N/A), [N/A]
Multi-source joint clustering		
*K*-means	0.718 (0.102), [0.562, 0.805]	0.755 (0.057), [0.659, 0.803]
TSCAN	0.563 (N/A), [N/A]	0.619 (N/A), [N/A]
SC3	0.798 (0.108), [0.620, 0.938]	0.788 (0.068), [0.690, 0.881]
MV-NMF	0.861 (0.115), [0.710, 0.989]	0.871 (0.086), [0.780, 0.969]
PC-MSC	0.703 (0.094), [0.573, 0.950]	0.798 (0.048), [0.705, 0.909]
BREM-SC	0.966 (0.025), [0.917, 0.985]	0.944 (0.039), [0.869, 0.970]

### Robust performance with incomplete ADT data

In practice, it is common that researchers may have limited biological information of a specific cell type (especially rare cell type). As a result, they may fail to include some protein markers that are specifically differentially expressed in that rare cell type when they design their CITE-Seq experiments. In this case, researchers are not able to identify all the cell types with surface protein data only, and joint clustering methods will be preferred if they can appropriately incorporate RNA data to compensate the ‘loss’ of surface markers. 

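The antibodies against CD8a, CD16 and CD127 took 19.1%, 17.7% and 1.64% of all ADT counts. Their genes, CD8A, FCGR3A and IL7R, remained in the RNA data among the 1000 variable genes. CD8A had 490 CPM in the CD8+ T gate (323 UMIs, exact Poisson 95% interval 438 to 547 CPM) and 3.71 CPM in the CD4+ T gate (6 UMIs, 1.36 to 8.07). A CD8A UMI was found in 70.0% of CD8+ T cells (median depth 2908) and in 1.05% of CD4+ T cells (median depth 3066). Thinned to 1000 UMIs per cell, the shares were 38.1% and 0.398%, with 13 and 68 shallower cells left out. FCGR3A had 677 CPM in the NK gate (334 UMIs, 606 to 753) and 6.18 CPM in the CD4+ T gate (10 UMIs, 2.96 to 11.4). It was found in 71.8% of NK cells (median depth 2386) and 1.75% of CD4+ T cells, or in 48.0% and 0.398% after thinning with 11 NK cells left out. IL7R had 352 CPM in the CD4+ T gate (324 to 382), 217 in the CD8+ T gate (183 to 256) and 2.03 in the NK gate (0.0513 to 11.3), where 1 UMI was counted. An IL7R UMI was found in 51.8% of CD4+ T cells and 0.478% of NK cells, and in 26.4% and 0.505% after thinning.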

To mimic the situation where the pre-designed protein markers cannot capture the characteristics of all cell types, we removed three protein markers (CD8A, CD16, CD127) in this human PBMC dataset and re-analyzed the remaining data. The results of this realistic simulation are summarized in Table 3. 

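With CD8a, CD16 and CD127 removed, protein-only K-means had a mean ARI of 0.719 ± 0.138 (SD, n = 10 starts) and DIMM-SC one of 0.730 ± 0.146, both lower than with all markers by more than the SDs of their starts. The mean AMIs were 0.814 and 0.822. In DIMM-SC the loss lay mainly in the CD4+ T gate, where a mean of 65.5% of cells shared their main cluster, against 99.4% with all markers. SC3 on the 7 remaining markers had a mean ARI of 0.990 ± 0.0104, with runs from 0.969 to 0.998, and a mean AMI of 0.963. With 7 clusters, however, its mean ARI fell from 0.987 with all markers to 0.818 after the removal. TSCAN had an ARI of 0.906 and an AMI of 0.871, and Seurat had 0.679 and 0.743 with 9 clusters. The single runs of TSCAN, with 3 components in place of 7, and of Seurat scored higher than with all markers, but not under every alternative. With the centred log ratio within each cell TSCAN fell from 0.893 to 0.836, and Seurat fell from 0.548 to 0.509 with the cell filter and from 0.996 to 0.981 at a resolution of 0.1, which was chosen after seeing the values.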

In general, the results of single source clustering analyses for all methods except for Seurat are much worse when some important protein markers are missing. BREM-SC, on the other hand, achieves the highest mean ARI and mean AMI compared with all other clustering methods (both single source and multi-source). In addition, the performance of BREM-SC is only slightly influenced with missing a few protein markers, which demonstrates the robustness of BREM-SC and its capability of properly handling the mRNA–protein association.

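BREM-SC with 3 markers removed had a mean ARI of 0.930 ± 0.0917 (SD, n = 10 starts) and a mean AMI of 0.911. Its runs ranged from 0.675 to 0.981 in ARI. Among the other joint methods, jointDIMM-SC aside, PC-MSC had a mean ARI of 0.839 ± 0.122, SC3 0.668 ± 0.0777, K-means 0.624 ± 0.0928 and TSCAN an ARI of 0.172. Over the main setting and its alternatives, which are not independent, BREM-SC was the highest of these joint methods in 17 of 19. Of all methods run but jointDIMM-SC, protein-only ones included, it was the highest in 1 of 19. With jointDIMM-SC (0.893) counted, BREM-SC was higher with 3 chains per start and lower with 1 (0.880). Protein-only SC3 had the highest mean ARI in the main setting. SC3 was rewritten here, and each of its runs lay above all the SC3 runs that the paper gives for these markers. The difference of BREM-SC from protein-only DIMM-SC was 0.200, above the 0.172 that both SDs combine to. It takes the best of 3 chains for each start of BREM-SC and 1 fit for each start of DIMM-SC. With 1 chain per start BREM-SC had 0.880 against the 0.730 of DIMM-SC, a gap under 0.172. The difference changed sign with variable genes chosen by dispersion (-0.0289). Those genes also moved the mean ARI of BREM-SC most, to 0.701.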

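With the 3 markers removed, a mean of 97.6% of the CD4+ T cells, 92.1% of the CD8+ T cells, 100% of the NK and B cells and 99.6% of the CD14+ monocytes shared their main cluster in BREM-SC. Those shares were 98.9%, 91.4%, 100%, 99.9% and 99.1% with all markers, the last 2 for B cells and CD14+ monocytes. The CD8+ T share varied from 60.5% to 100% between starts, and in 9 of the 10 starts CD8+ T cells formed the majority of the assigned cells in their main cluster. In the chain of highest likelihood, which had an ARI of 0.958, the cluster of the CD8+ T cells held all 223 of them and 11 CD4+ T cells. That chain placed all 92 CD14+ monocytes in a single cluster with 3 of the CD16+ monocytes.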

**Table 3.** Performance (ARI and AMI) of clustering analysis for the subset of in-house human PBMC real dataset with the removal of three protein markers (CD8A, CD16, CD127)

	ARI	AMI
	Mean (SD), [range]	Mean (SD), [range]
Single source clustering - protein only		
*K*-means (ADT)	0.783 (0.144), [0.671, 0.991]	0.839 (0.091), [0.766, 0.972]
TSCAN (ADT)	0.863 (N/A), [N/A]	0.811 (N/A), [N/A]
SC3 (ADT)	0.757 (0.106), [0.552, 0.840]	0.698 (0.074), [0.524, 0.752]
DIMM-SC (ADT)	0.820 (0.114), [0.681, 0.988]	0.842 (0.067), [0.774, 0.960]
Seurat (ADT)	0.929 (N/A), [N/A]	0.896 (N/A), [N/A]
Multi-source joint clustering		
*K*-means	0.691 (0.131), [0.533, 0.800]	0.728 (0.073), [0.634, 0.789]
TSCAN	0.451 (N/A), [N/A]	0.578 (N/A), [N/A]
SC3	0.771 (0.103), [0.655, 0.948]	0.781 (0.070), [0.675, 0.899]
MV-NMF	0.517 (0.032), [0.485, 0.600]	0.644 (0.024), [0.628, 0.707]
PC-MSC	0.698 (0.092), [0.613, 0.946]	0.786 (0.046), [0.724, 0.893]
BREM-SC	0.925 (0.057), [0.816, 0.975]	0.913 (0.052), [0.803, 0.962]

## DISCUSSION

When analyzing data from different data sources, ensemble clustering may be considered to integrate the separate clusters and determine an overall partition of cells that agrees the most with the source-specific cluster. However, most of ensemble clustering methods assume that the separate clusters are known in advance and do not inherently model the uncertainty (25). At the other extreme, a joint analysis that ignores the heterogeneity of the data may not capture important features that are specific to each data source. A fully integrative clustering approach is necessary to effectively combine the discriminatory power from transcriptome and protein measurements. Our probabilistic model provides a unified framework to jointly analyze multi-source data and take into account between-source correlation.

There are several noticeable limitations of this method. First, BREM-SC uses a computationally intensive MCMC algorithm, which is roughly linear with the number of cells and the number of genes used. In practice, it may result in a high computational cost when applying to large datasets (e.g. >10 k cells). To increase speed, BREM-SC has been implemented efficiently through vectorization to accommodate data in relatively large scale. We benchmarked the computational speed as well as memory consumption of BREM-SC in Supplementary Table S1. Specifically, we varied the number of cells, genes and MCMC iterations in the benchmark experiment to provide users a general guidance about computing time of BREM-SC. 

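In the in-house dataset with all markers, the log-likelihood of the kept chain of each start was followed over 500 iterations. A chain first came within 2 SD of its final mean at iteration 163 in the median over 10 starts, at the earliest at 91 and at the latest at 311. The SD of the log-likelihood over the last 100 iterations was between 41.5 and 70.2 within a chain. Between starts, the final log-likelihoods spread by 1018, from -15415936 to -15414918, more than the SD within any chain. Chains of 200 iterations gave a mean ARI of 0.978. With 3 markers removed, the median iteration was 130.5 and the final log-likelihoods spread by 2907 between starts.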

We also examined the convergence of MCMC in two real data analyses, and we found that the log-likelihood converges quite well within 500 interactions (shown in Supplementary Figure S5). We further developed an alternative approach to reduce running time by removing the random effects and assume independency between two data sources (illustrated in Equation 1). By assuming each of the two data follows separate multinomial distribution with Dirichlet prior, we derive the joint likelihood of two data and use E–M algorithm (26) to update parameters. We named this approach jointDIMM-SC, as it can be considered as an extension of DIMM-SC for joint analysis. This method is useful when there are in fact relatively low among-cell variabilities. We compared the performance of BREM-SC and jointDIMM-SC on the two real PBMC datasets. The estimated standard deviation of random effects for the public PBMC data is 0.7, and for the in-house data is 1.2. 

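For the in-house data with all markers, the estimated SD of the random effects had a mean of 0.913 ± 0.213 (SD, n = 10 starts) and ranged from 0.768 to 1.51 between starts. It is the mean over the last 250 iterations of the kept chain, with an inverse-gamma prior of shape and rate 0.01 on the variance and a prior flat in the log of each Dirichlet parameter. The paper's text does not name the update of this SD. Scaling all Dirichlet parameters up and all random effects down leaves the model nearly unchanged, so the value depends on the prior. With a prior flat in the Dirichlet parameters themselves, which was tried first and then replaced because the SD kept rising in trial chains, the mean was 1.98, the alternative that moved it most. The mean ARI under that prior was 0.973. On data simulated from the model for the larger gates only, with SDs of 0.5 and 1.2, the estimates were 0.497 and 1.25. With 3 markers removed the mean over starts was 0.926 ± 0.0727.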

Supplementary Table S2 summarizes the ARI and AMI of each method performed on each dataset, by which we observed that the performance of jointDIMM-SC is always worse than BREM-SC, and such a difference is larger when the estimated variance of random effects is larger. 

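On the in-house data jointDIMM-SC had a mean ARI of 0.911 ± 0.151 (SD, n = 10 starts) and a mean AMI of 0.905. Its runs ranged from 0.626 to 0.998 in ARI, so single starts came above and below all those of BREM-SC. The mean ARI of BREM-SC was higher by 0.0599, which is within the 0.152 that both SDs combine to. That value takes the best of 3 chains for each start of BREM-SC and 1 fit for each start of jointDIMM-SC, and the gap comes from 2 starts of jointDIMM-SC, at 0.626 and 0.627. In 6 of the 10 starts jointDIMM-SC was above every run of BREM-SC, and start by start the median difference was -0.00866. The sign of the difference between the means changed, by less than 0.01 in size, with variable genes chosen by dispersion (-0.000879), with 7 clusters (-0.00246), with starting values from the ADT counts alone (-0.00238) and with 1 chain per start in BREM-SC (-0.000499).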

Supplementary Figures S6 and S7 show the clustering results of jointDIMM-SC on public and in-house PBMC datasets, respectively, on UMAP plots. Although jointDIMM-SC performs worse than BREM-SC, still it could beat most of the competing methods currently available. 

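Among the joint methods on the in-house data with all markers, jointDIMM-SC had a higher mean ARI than PC-MSC, K-means, SC3 and TSCAN in the main setting. PC-MSC was higher with 5 clusters (0.974 against 0.867) and with 2000 variable genes (0.861 against 0.825). SC3 was also higher with 5 clusters (0.873). With 3 markers removed the mean ARI of jointDIMM-SC in the main setting was 0.893 ± 0.0656 (SD, n = 10 starts), again above those of PC-MSC, K-means, SC3 and TSCAN. Its mean AMI was 0.867, slightly under the 0.869 of PC-MSC. The runs of jointDIMM-SC ranged from 0.792 to 0.942 in ARI. PC-MSC was higher here with 2000 variable genes (0.834 against 0.740) and with genes by dispersion (0.821 against 0.636). It was also higher with 5 clusters (0.826 against 0.814) and with starting values from the ADT counts (0.839 against 0.774). SC3 was higher with 500 variable genes (0.872 against 0.860) and with the cell filter (0.856 against 0.848).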

JointDIMM-SC has also been implemented in our method as an optional choice. In addition to these, potential speed-up methods could include using graphics processing unit.

Another limitation is that BREM-SC model ignores the measurement errors and uncertainties buried in count matrices. Multiple factors such as drop-out event, mapping percentage and PCR efficiency are not considered in the current model. These limitations can be largely overcome by extending the method. We will explore these directions in the near future. Finally, although BREM-SC can allow some noise between the two data sources, still a key assumption that the two sources are consistent in some level in terms of cell type classification. Traditionally, biologists define cell type through the abundance of cell surface markers, so ADT data are preferred if available. They are in general consistent with corresponding transcriptomic data, which may provide additional information on defining sub-cell types. If the inconsistency is so large as to overwhelm the cluster-specific signals, then joint clustering methods such as BREM-SC could fail, and source specific grouping methods such as Bayesian consensus clustering (27) can be developed in future studies.

In summary, we provide a novel statistical method, BREM-SC, for joint clustering scRNA-Seq and CITE-Seq data, which facilitates rigorous statistical inference of cell population heterogeneity. Our model-based joint clustering method can be readily extended to accommodate more than two data sources or multi-source data from other fields. In addition, our well-designed in-house CITE-seq dataset will be valuable to the bioinformatics field for further method development. We are confident that BREM-SC will be highly useful for the fast-growing community of large-scale single cell analysis.

## SOFTWARE AVAILABILITY

An R package of BREM-SC with a detailed tutorial is available on GitHub (https://github.com/tarot0410/BREMSC).

## DATA AVAILABILITY

The published human PBMC CITE-Seq dataset that supports the finding of this study can be downloaded from 10× Genomics website (https://support.10xgenomics.com/single-cell-gene-expression/datasets/3.0.0/pbmc_10k_protein_v3). The in-house CITE-seq data is available in GEO (https://www.ncbi.nlm.nih.gov/geo/, GSE148665).

## Supplementary Material

gkaa314_Supplemental_File Click here for additional data file.

# Supplementary material for: BREM-SC: a bayesian random effects mixture model for joint clustering single cell multi-omics data
**Source:** Nucleic Acids Res. 2020 May 7;48(11):5814–24. doi: 10.1093/nar/gkaa314
**Supplement:** gkaa314_Supplemental_File

## SUPPLEMENTARY DATA

### Supplementary Methods - Details of Gibbs Sampling

We proposed a general Bayesian framework for estimation. We used Gibbs sample to iteratively update  $z_j$ ,  $\alpha_{i(k)}^{(1)}$ ,  $\alpha_{d(k)}^{(2)}$  and  $b_j$ . Specifically, we used random walk Metropolis within Gibbs to iteratively update  $b_j$ ,  $\alpha_{i(k)}^{(1)}$  and  $\alpha_{d(k)}^{(2)}$ .

For a given cell  $j$ , the conditional distribution for  $z_j$  follows a Multinomial distribution, where

$$P(z_j = k | \dots) = \frac{1}{\text{constant}} \left( \prod_{i=1}^G \frac{\Gamma(x_{ij}^{(1)} + \alpha_{i(k)}^{(1)} b_j)}{\Gamma(\alpha_{i(k)}^{(1)} b_j)} \right) \frac{\Gamma(|\alpha_{(k)}^{(1)} b_j|)}{\Gamma(T_j^{(1)} + |\alpha_{(k)}^{(1)} b_j|)} \\ \left( \prod_{d=1}^D \frac{\Gamma(x_{dj}^{(2)} + \alpha_{d(k)}^{(2)} b_j)}{\Gamma(\alpha_{d(k)}^{(2)} b_j)} \right) \frac{\Gamma(|\alpha_{(k)}^{(2)} b_j|)}{\Gamma(T_j^{(2)} + |\alpha_{(k)}^{(2)} b_j|)} \pi_k.$$

where the normalization constant is:

$$\sum_{k=1}^K \left\{ \left( \prod_{i=1}^G \frac{\Gamma(x_{ij}^{(1)} + \alpha_{i(k)}^{(1)} b_j)}{\Gamma(\alpha_{i(k)}^{(1)} b_j)} \right) \frac{\Gamma(|\alpha_{(k)}^{(1)} b_j|)}{\Gamma(T_j^{(1)} + |\alpha_{(k)}^{(1)} b_j|)} \left( \prod_{d=1}^D \frac{\Gamma(x_{dj}^{(2)} + \alpha_{d(k)}^{(2)} b_j)}{\Gamma(\alpha_{d(k)}^{(2)} b_j)} \right) \frac{\Gamma(|\alpha_{(k)}^{(2)} b_j|)}{\Gamma(T_j^{(2)} + |\alpha_{(k)}^{(2)} b_j|)} \pi_k \right\}.$$

For a given gene  $i$  and cell type  $k$ , the conditional log likelihood for  $\alpha_{i(k)}^{(1)}$  is

$$\log P(\alpha_{i(k)}^{(1)} | \dots) \propto \sum_{j=1}^C I(z_j = k) \log \left\{ \left( \frac{\Gamma(x_{ij}^{(1)} + \alpha_{i(k)}^{(1)} b_j)}{\Gamma(\alpha_{i(k)}^{(1)} b_j)} \right) \frac{\Gamma(|\alpha_{(k)}^{(1)} b_j|)}{\Gamma(T_j^{(1)} + |\alpha_{(k)}^{(1)} b_j|)} \right\}.$$

Similarly, for a given ADT marker  $d$  and cell type  $k$ , the conditional log likelihood for  $\alpha_{d(k)}^{(2)}$  is

$$\log P(\alpha_{d(k)}^{(2)} | \dots) \propto \sum_{j=1}^C I(z_j = k) \log \left\{ \left( \frac{\Gamma(x_{dj}^{(2)} + \alpha_{d(k)}^{(2)} b_j)}{\Gamma(\alpha_{d(k)}^{(2)} b_j)} \right) \frac{\Gamma(|\alpha_{(k)}^{(2)} b_j|)}{\Gamma(T_j^{(2)} + |\alpha_{(k)}^{(2)} b_j|)} \right\}.$$

Finally, for a given cell  $j$ , we have the conditional log likelihood for  $b_j$  as:

$$\log P(b_j | \dots) \propto \sum_{k=1}^K I(z_j = k) \log \left\{ \left( \prod_{i=1}^G \frac{\Gamma(x_{ij}^{(1)} + \alpha_{i(k)}^{(1)} b_j)}{\Gamma(\alpha_{i(k)}^{(1)} b_j)} \right) \frac{\Gamma(|\alpha_{(k)}^{(1)} b_j|)}{\Gamma(T_j^{(1)} + |\alpha_{(k)}^{(1)} b_j|)} \left( \prod_{d=1}^D \frac{\Gamma(x_{dj}^{(2)} + \alpha_{d(k)}^{(2)} b_j)}{\Gamma(\alpha_{d(k)}^{(2)} b_j)} \right) \frac{\Gamma(|\alpha_{(k)}^{(2)} b_j|)}{\Gamma(T_j^{(2)} + |\alpha_{(k)}^{(2)} b_j|)} \right\} - \log b_j - \frac{(\log b_j)^2}{2\sigma_b^2}.$$

**Table S1.** Computational speed and memory consumption benchmark for BREM-SC on one computing thread (with 200/500/1000 MCMCs)

| 1200 total number of cells* |           |           |            |                  |
|-----------------------------|-----------|-----------|------------|------------------|
|                             | 200 MCMCs | 500 MCMCs | 1000 MCMCs | Max Memory Usage |
| 100 Genes                   | 0.8 min   | 2.2 min   | 5.2 min    | 112.3 M          |
| 500 Genes                   | 4.3 min   | 10.8 min  | 20.9 min   | 136.3 M          |
| 1000 Genes                  | 8.5 min   | 20.6 min  | 33.8 min   | 200.1 M          |
| 4800 total number of cells* |           |           |            |                  |
|                             | 200 MCMCs | 500 MCMCs | 1000 MCMCs | Max Memory Usage |
| 100 Genes                   | 3.9 min   | 9.3 min   | 18.3 min   | 139.2 M          |
| 500 Genes                   | 15.3 min  | 33.9 min  | 60.8 min   | 278.3 M          |
| 1000 Genes                  | 30.27 min | 60.3 min  | 118.7 min  | 414.2 M          |

\* The number of clusters is set at 4; the number of protein markers is set at 20.

**Table S2.** Performance (ARI) of jointDIMM-SC compared to BREM-SC on two real CITE-seq datasets

|                                                | ARI                           | AMI                           |
|------------------------------------------------|-------------------------------|-------------------------------|
|                                                | Mean (SD), [Range]            | Mean (SD), [Range]            |
| Public human PBMC ( $\hat{\sigma}_b = 0.7$ )   |                               |                               |
| BREM-SC                                        | 0.728 (0.091), [0.585, 0.840] | 0.737 (0.048), [0.674, 0.800] |
| jointDIMM-SC                                   | 0.711 (0.104), [0.529, 0.836] | 0.723 (0.060), [0.637, 0.811] |
| In-house human PBMC ( $\hat{\sigma}_b = 1.2$ ) |                               |                               |
| BREM-SC                                        | 0.966 (0.025), [0.917, 0.985] | 0.944 (0.039), [0.869, 0.970] |
| jointDIMM-SC                                   | 0.928 (0.073), [0.748, 0.993] | 0.904 (0.062), [0.809, 0.976] |

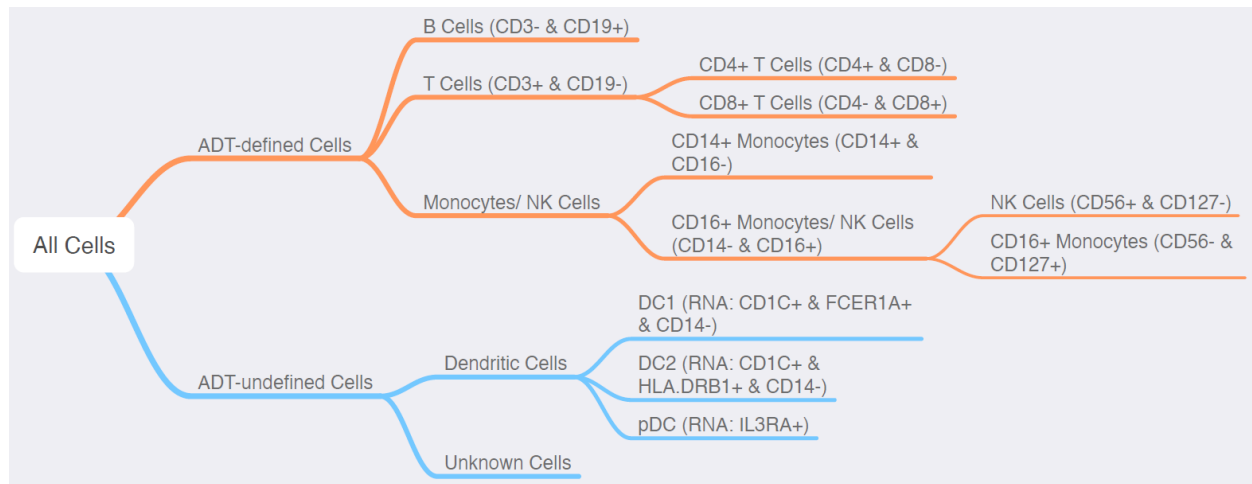

**Figure S1.** General workflow illustrating how to get the approximated truth based on ADT and RNA markers. For the public human PBMC dataset, both ADT and RNA markers are used. For the in-house dataset, only ADT markers are used.

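For the in-house cells the workflow can be followed in numbers. Of the CD3- cells that went on to the CD14 and CD16 gates, 242 were CD14- CD16+, and these were divided by CD56 into NK cells and CD16+ monocytes. The workflow also names CD127 at this last step. Divided at the median of the log CD127 counts over the CD3- cells that reached these gates, 84 cells of the NK gate lay on the CD127+ side, and 4 of the 6 cells of the CD16+ monocyte gate did.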

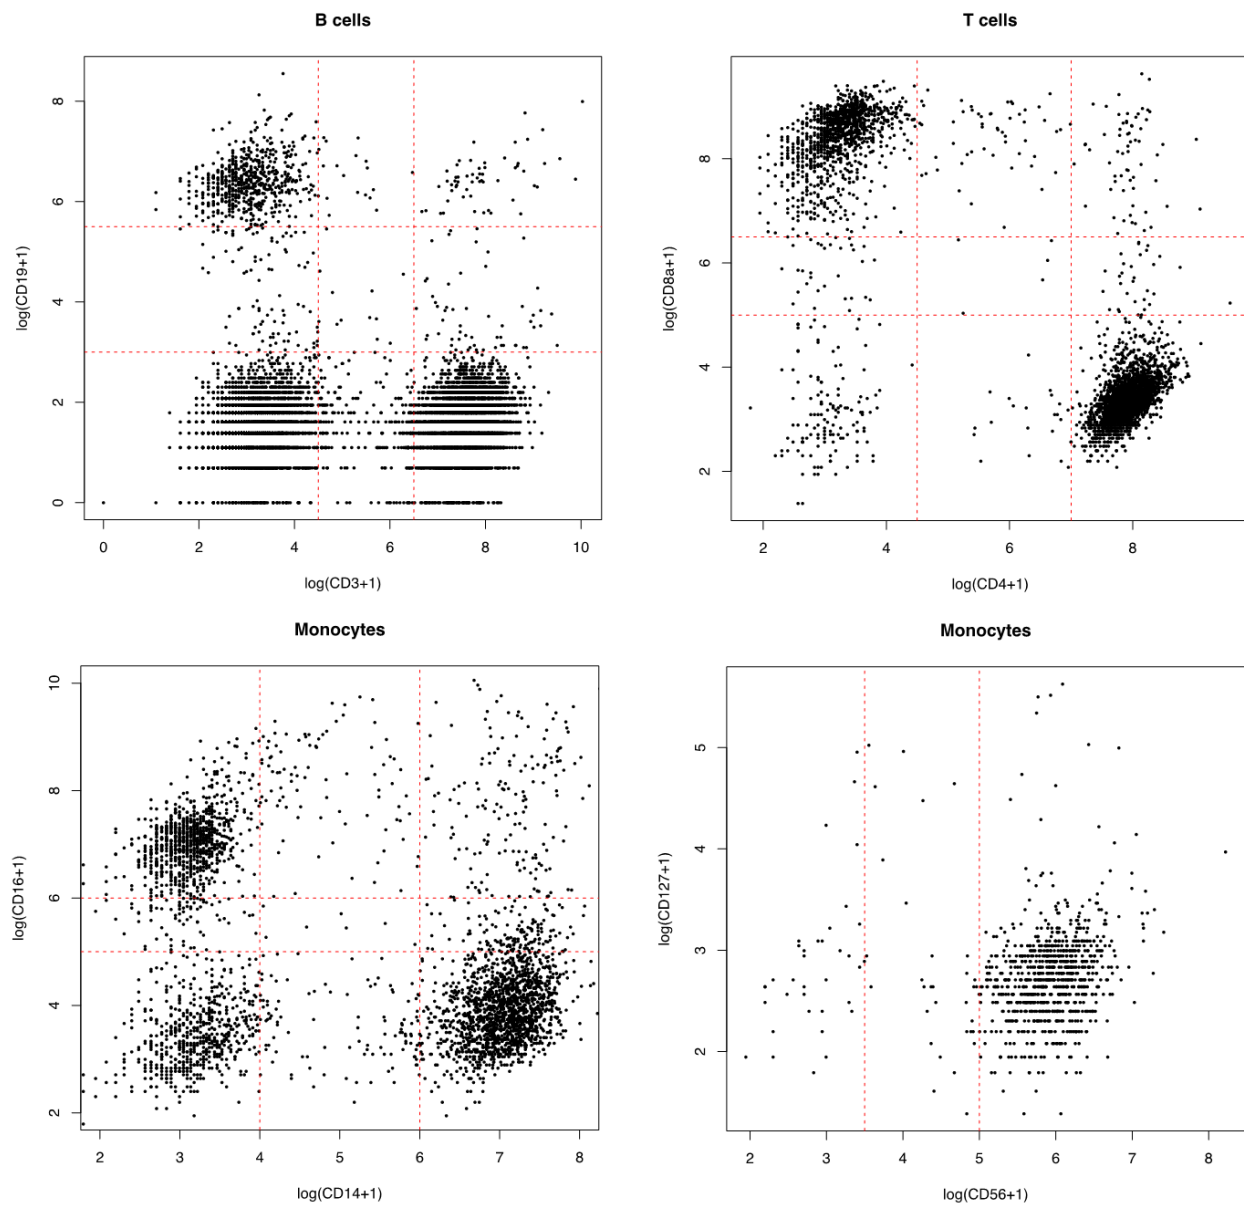

**Figure S2.** Scatter plot of cells illustrating how to get the approximated truth in 10X public human PBMC dataset.

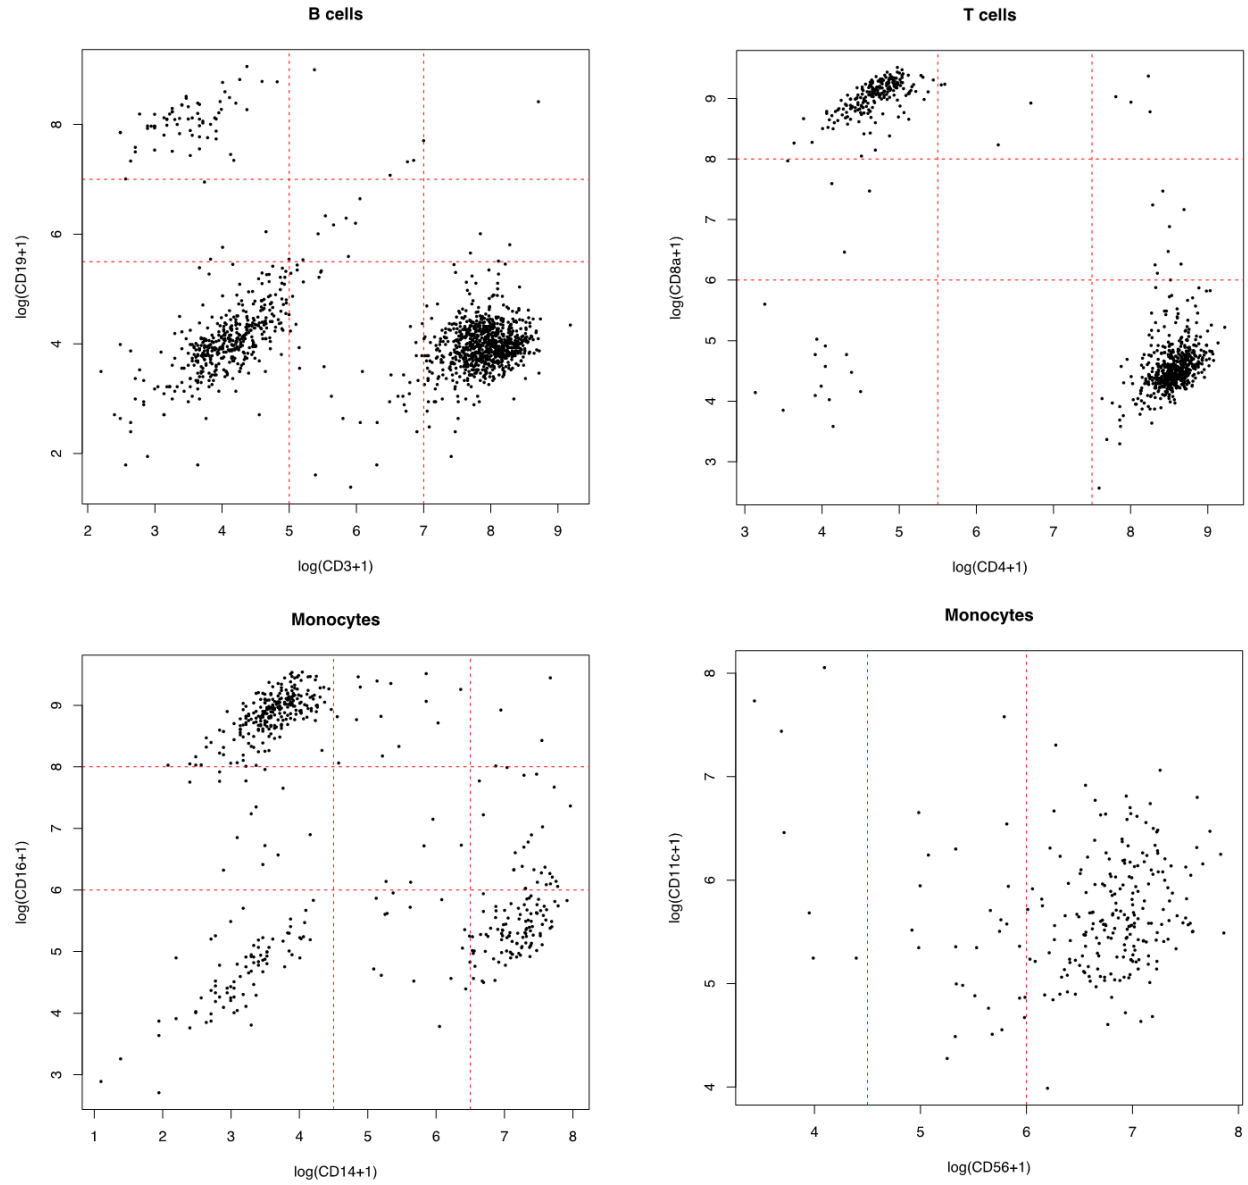

**Figure S3.** Scatter plot of cells illustrating how to get the approximated truth for in-house human PBMC dataset

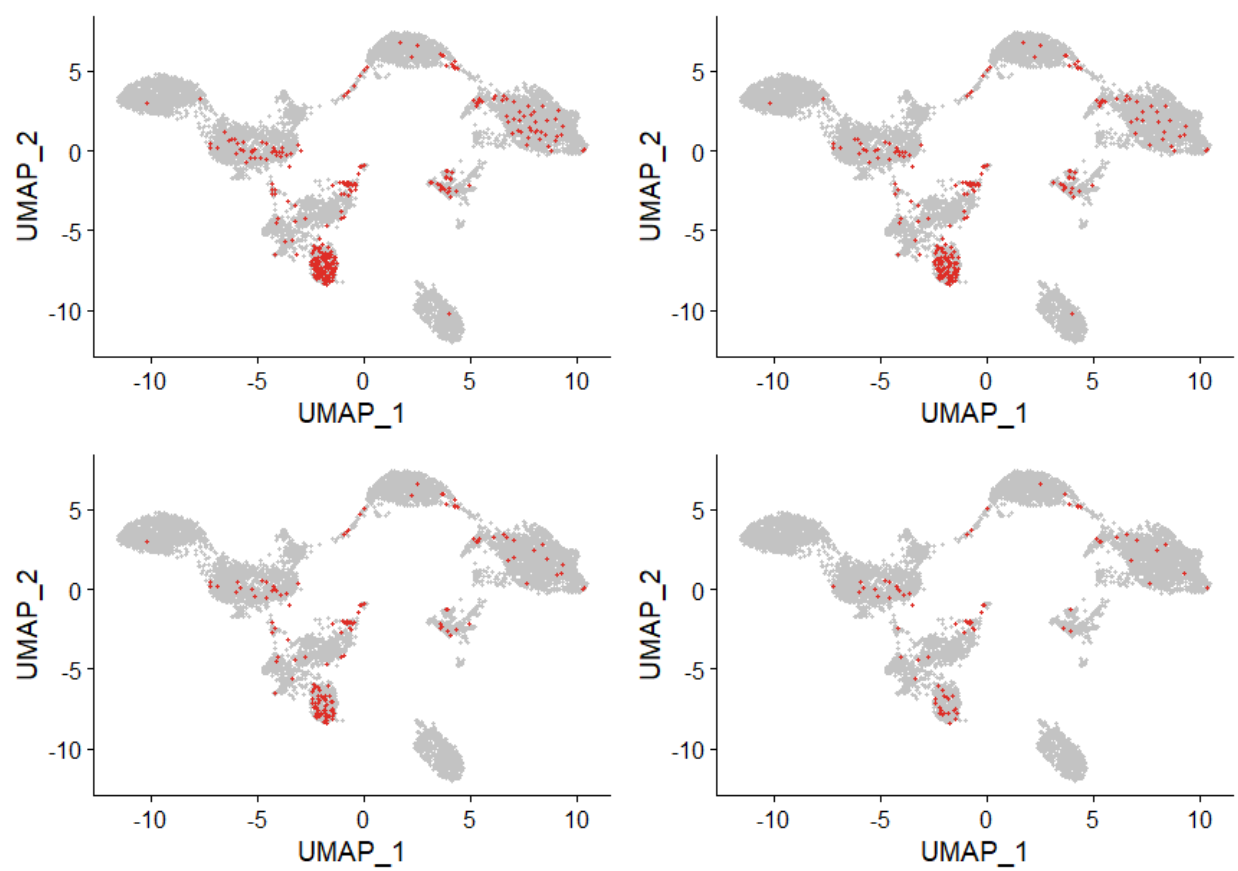

**Figure S4.** Illustration of “soft clustering” property by highlighting “vague” cells (4%, top left; 3% top right; 2% bottom left; 1% bottom right) with the lowest certainty from BREM-SC.

S5A

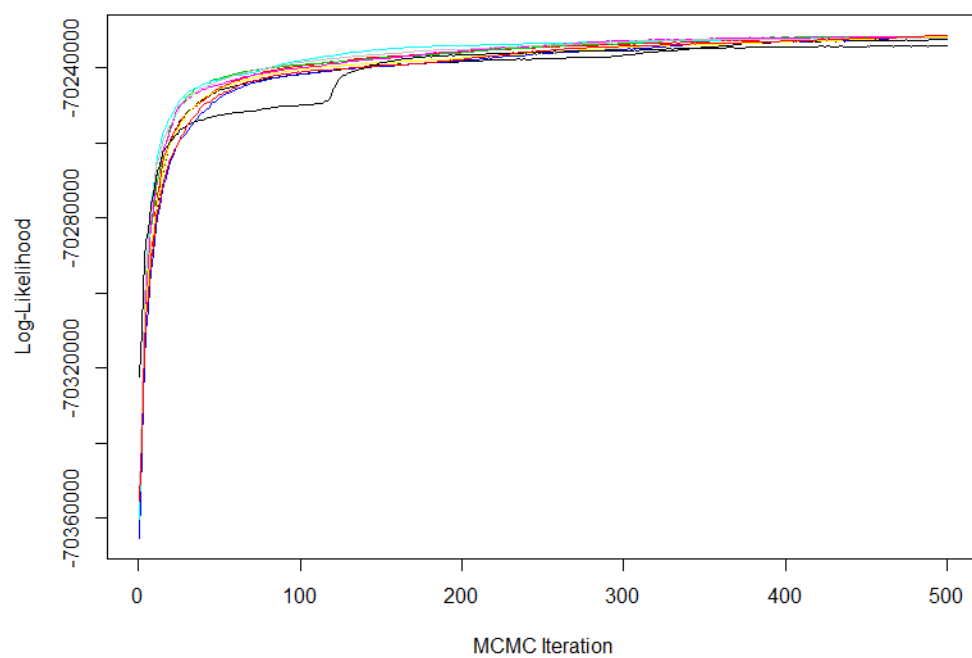

S5B

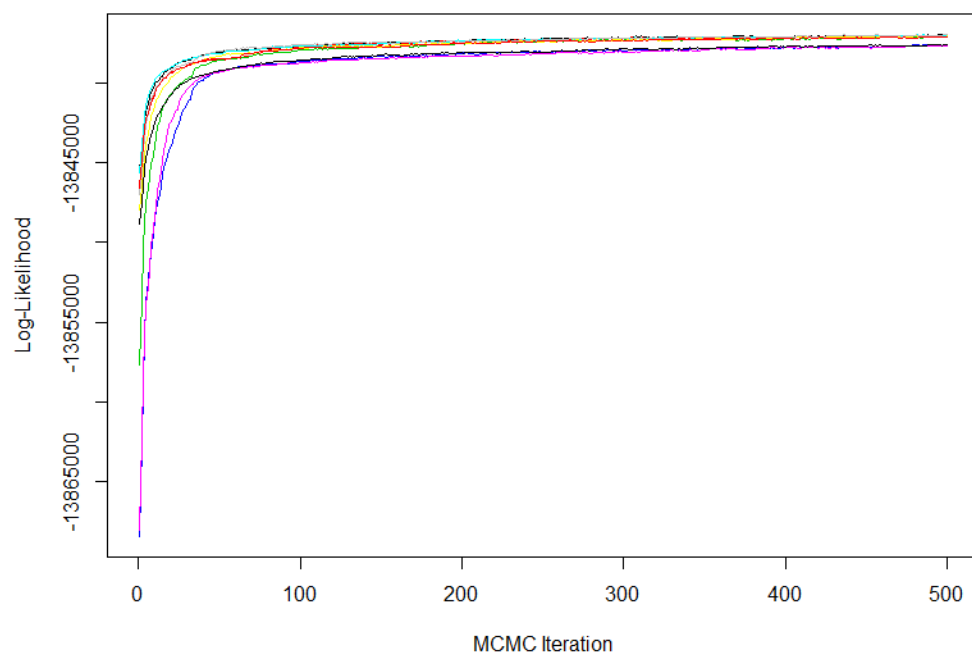

**Figure S5.** Convergence of MCMC regarding to log-likelihood in public (**S5A**) and in-house (**S5B**) real data analyses. Each color refers to a different initialization (total 10) of BREM-SC.

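Each line traces the log-likelihood of a chain, that is, how probable the counts of both sources are under the current clusters and parameters, at each iteration of the sampler. A trace that stops climbing and fluctuates around a level has settled there, and traces at different levels can still give the same ARI. In the in-house data, the kept chains with all markers made between 0.153% and 2.09% of their total rise after iteration 250.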

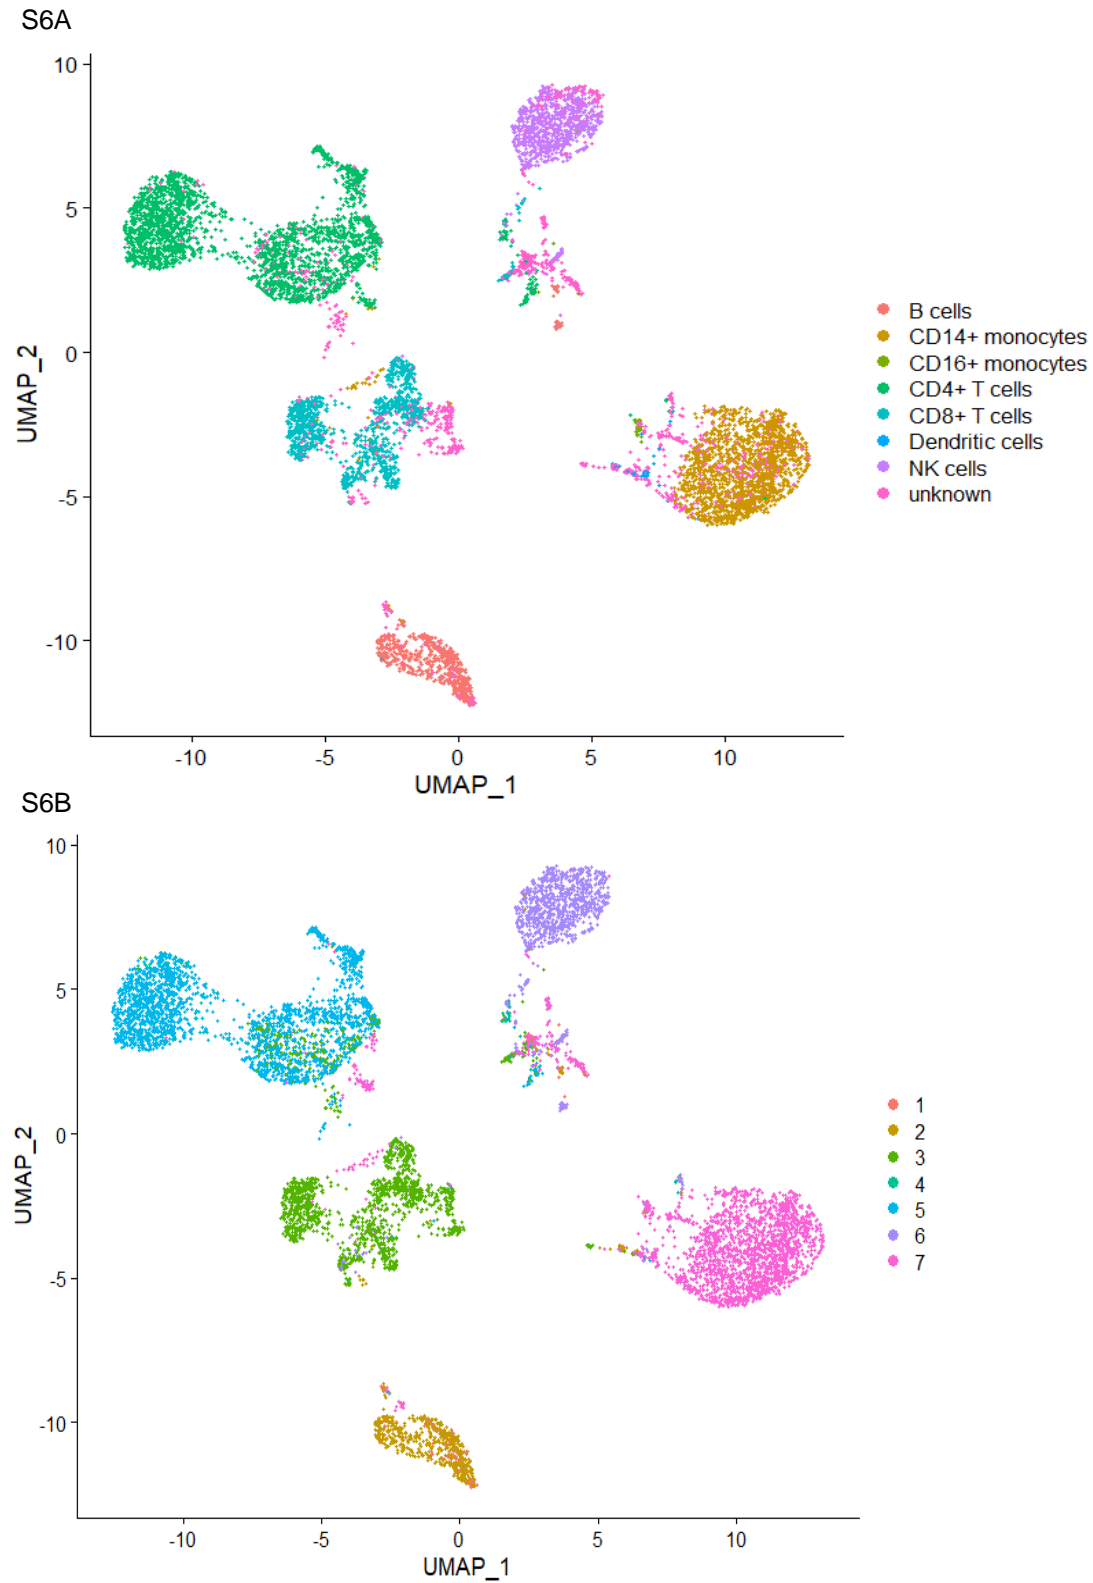

**Figure S6.** The performance of jointDIMM-SC for 10X public human PBMC CITE-Seq dataset. The UMAP projection of cells are colored by the ground truth (**S6A**) and jointDIMM-SC clustering results (**S6B**).

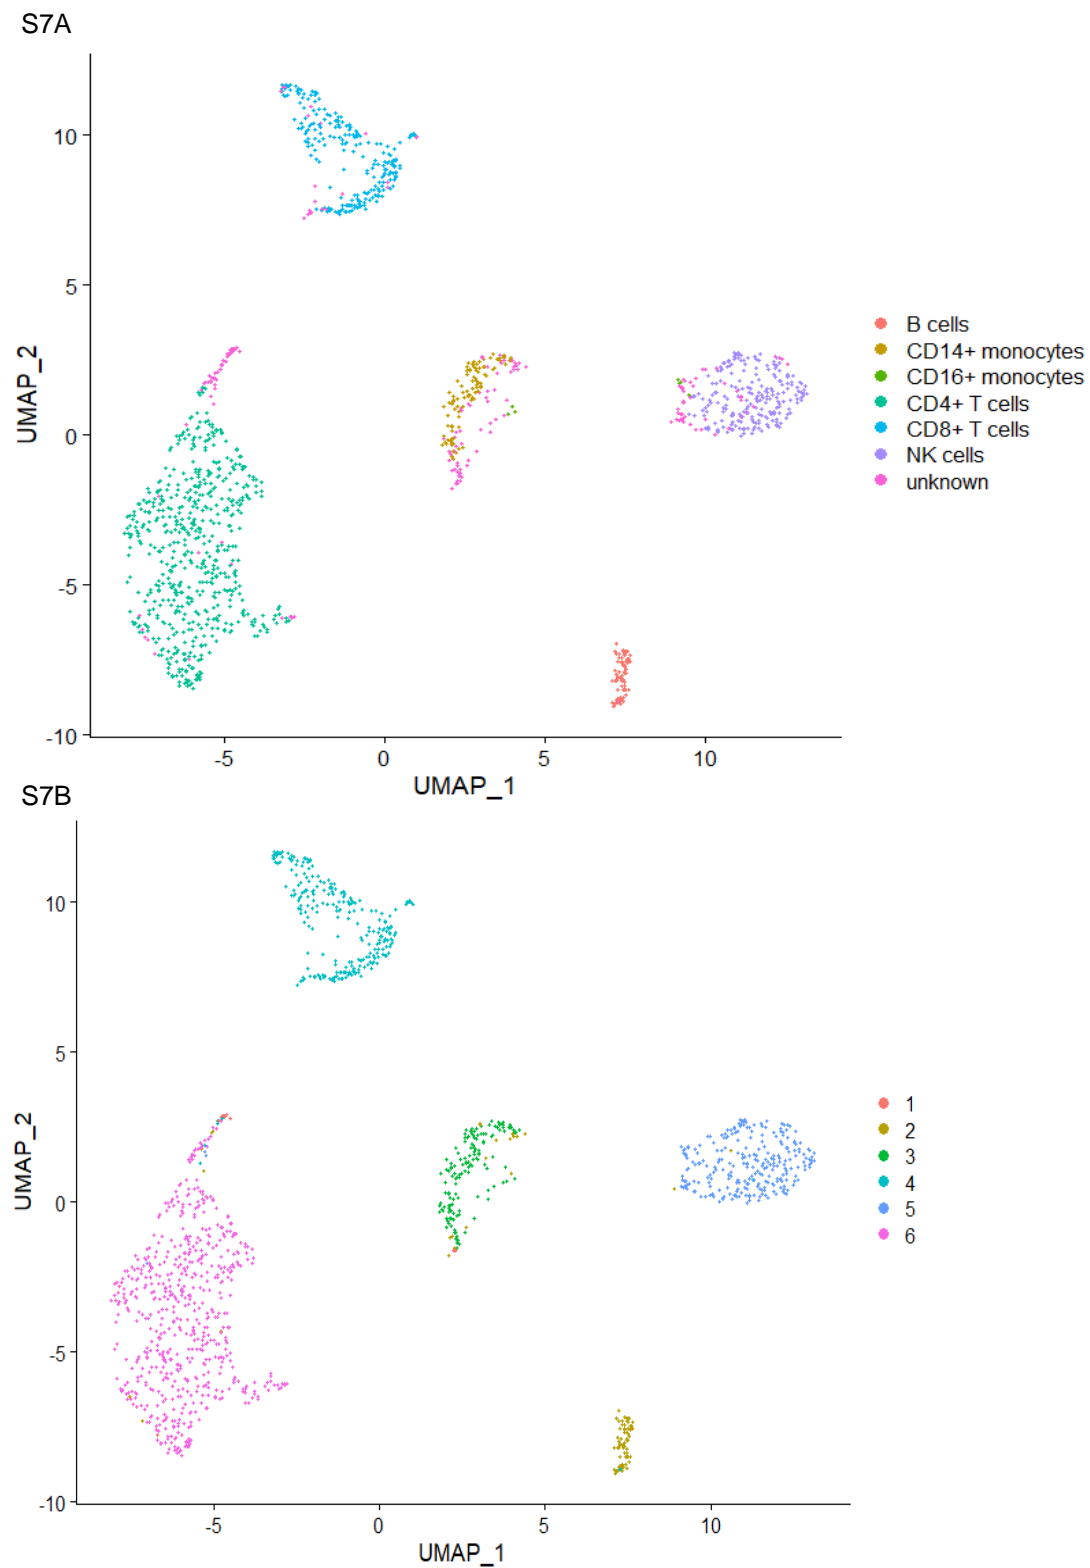

**Figure S7.** The performance of jointDIMM-SC for in-house human PBMC CITE-Seq dataset. The UMAP projection of cells are colored by the ground truth (**S7A**) and jointDIMM-SC clustering results (**S7B**).

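For the in-house cells, a mean over 10 starts of jointDIMM-SC placed 99.8% of the CD4+ T cells, 92.4% of the CD8+ T cells, 99.0% of the B cells and 100% of the NK cells and CD14+ monocytes in the main cluster of their gate. The CD8+ T share ranged from 59.6% to 100% between starts, and in 8 of the 10 starts these cells were the majority of the assigned cells in their main cluster.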

How the deposited data were processed for this re-analysis (not part of the article)

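Peripheral blood mononuclear cells of 1 healthy donor were measured by CITE-seq, which gave 1 RNA library and 1 library of antibody-derived tags (ADT) from the same cells. The authors made the UMI matrix with Cell Ranger 3.0 from a 10x Genomics 3-prime library. The deposited RNA file holds counts, UMIs per gene and cell, with no normalization by the authors. The deposited ADT file holds counts per antibody and cell for 10 antibodies, also without normalization by the authors, and the paper does not describe how these were counted. Both files list the same 1372 cells in the same order. For 24 gene names listed more than once, the first entry was used wherever a gene is named. The genome build is not stated, so no coordinates are given.

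Median depth was 2830 UMIs and 9319 ADT counts per cell. At this depth many genes were counted only a few times, so summed UMIs carry exact Poisson 95% intervals and shares of cells carry exact binomial 95% intervals, both for counting error only. A gate with a count of 0 is read against a limit of 3 counts. Expression per gate is the sum of UMIs scaled to 1000000 (CPM). Shares of cells with a UMI were also computed with each cell thinned at random to 1000 UMIs, with shallower cells left out. With 1 donor and 1 library of each kind there are no replicates, so all comparisons are descriptive and no test was made.

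Cells were labelled from the antibodies alone, by the gates of Supplementary Figure S1 at the dashed lines of Supplementary Figure S3, on the natural log of the count plus 1. Cells outside the gates were left unassigned and out of the scores. No cells were filtered out. Doublets were called with Scrublet as run in scanpy 1.11.5 and were kept, apart from an alternative that left them out.

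Clusterings used the 1000 most variable genes (Seurat 5.3.0, vst) and 6 clusters, with 10 antibodies or with 3 removed. Methods with a random start were run from 10 starts. BREM-SC was rewritten from the paper's equations as a sampler of 500 iterations with the last 250 kept, and of 3 chains per start the one with the highest likelihood was used. Labels are the most frequent cluster over the kept iterations. Starting values came from K-means on each source. The variance of the random effects had an inverse-gamma prior with shape and rate 0.01. The Dirichlet parameters had a prior flat in their log, taken after trial chains under a prior flat in the parameters showed an SD of random effects that rose without settling. The first prior is kept as an alternative. The sampler was tested on simulated data, where it recovered SDs of 0.5 and 1.2 as 0.497 and 1.25 with an ARI of 1. Both jointDIMM-SC and protein-only DIMM-SC also had an ARI of 1 there, so the ARI does not separate the methods. The simulation had 1164 cells, without unassigned cells or the CD16+ monocyte gate, and the fit was given the right number of clusters. DIMM-SC and jointDIMM-SC were fitted by expectation maximization of at most 200 steps, jointDIMM-SC from starting values that BREM-SC also used.

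K-means, TSCAN, SC3 and PC-MSC used counts after the centred log ratio for each feature across cells, and the joint runs pooled the features of both sources. TSCAN was run as principal components and a Gaussian mixture (mclust 6.1.1). SC3 was rewritten from its steps, with 15 numbers of dimensions drawn between 4% and 7% of the number of cells, and 10 K-means starts for each. PC-MSC was rewritten with a weight of 0.5 and 10 iterations. Seurat used 10 principal components of the RNA, or all antibodies after the centred log ratio, and a resolution of 0.8. MV-NMF was not run, since the paper gives too few details. Scores are the ARI and the AMI divided by the larger entropy. R 4.3.3, Python 3.11.15, scikit-learn 1.9.0, scipy 1.17.1, numpy 2.4.6 and numba 0.67.0 were used.

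Genes are named by a rule: the genes of the antibodies, genes in Supplementary Figure S1, markers of cell types, and for each gate the 3 genes with the largest ratio of CPM to all other gated cells among genes with at least 100 UMIs there. Genes whose sequence or presence differs much between donors were left out of this rule. Results on some items named by this rule or measured by an antibody are not reported here. The marker lists cover T, CD4+ T, CD8+ T, NK, CD56-bright NK, B and plasma cells, CD14+ and CD16+ monocytes, myeloid and plasmacytoid dendritic cells, platelets, progenitors, erythroid cells and cycling cells.

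The alternatives were a single gate line at the midpoint, CD127 in the gates at its median, all lines lower or higher by 0.25, and unassigned cells as a 7th group. Further ones were 500 or 2000 variable genes, genes by dispersion (Seurat's disp method, which takes the highest dispersions without scaling them within bins of mean expression), 5 or 7 clusters, doublets left out, and cells under 500 genes or over 10% mitochondrial UMIs left out. For BREM-SC, starting values from the ADT counts alone, 1 chain and 200 iterations were tried. Other alternatives were the centred log ratio within each cell or a plain log, Seurat resolutions of 0.4 and 1.2, and the AMI by the mean entropy. Seurat resolutions of 0.2 and 0.1 were added after seeing the data, and the prior flat in the Dirichlet parameters became an alternative after the trial chains.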

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

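All tests in this part were chosen only after the result was seen. The signals described here are RNA counts the paper does not report on, each above the limit that a count of 0 allows. The design holds 1 donor and no conditions, so no biological explanation was tested.

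The NK gate, defined by a low CD3 antibody count, held 292 UMIs of CD3E, found in 123 of its 209 cells. RNA of T cells, whether free in the droplets, from doublets or from T cells with few CD3 antibodies, would bring the other CD3 genes as well. At the T cells' ratio to CD3E, 295 UMIs of CD3D would be needed, and 6 were counted (upper interval bound 13.1), which is 2.04% of that number. For CD3G, 2 UMIs were counted against 136 needed, and for TRAC 11 against 390. The CD3E UMIs did not come from a few cells, since the top cell held 2.40% of them, and only 1 doublet was called in the gate. The CD3 antibody median was 54 in cells with a CD3E UMI and 61 in cells without. These values argue against T cell RNA as the source. What makes NK cells differ from T cells in this gene stays open.

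Cells with a CD3 antibody count between the gate lines held 1411 UMIs of LYZ. Of this set of 45 cells, 17 had at least 3 of the monocyte markers, with monocyte genes at 49695 CPM against 50865 in the CD14+ monocyte gate. Doublets of a T cell and a monocyte were weighed first. At both gates' median depths they would carry 44.9% of the T gene level of the CD4+ T gate, and the 17 cells carried 2.40% (upper bound 6.14%), near the level of the CD14+ monocyte gate (57.7 and 52.2 CPM). A candidate explanation is that antibodies of several specificities are raised together in the same cells. Against the CD14+ monocyte gate, the medians of antibodies to CD56, CD154, CD8a and CD127 were all higher, by at least 3.51-fold, while those to CD4 (931 against 724), CD11c (4777 against 4082.5) and CD14 (1523 against 1322.5) were only slightly higher. Why these cells hold more antibody was not tested.

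The CD16+ monocyte gate held 46 UMIs of NKG7, all in 3 of its 6 cells. Doublets of an NK cell and a CD16+ monocyte would bring 29.7 UMIs of MS4A7, LST1, CDKN1C and LILRB2 into these 3 cells, where 0 were counted, far under the number needed. Free RNA of NK cells would leave the 6 NK genes near the 199.5 CPM of the CD14+ monocyte gate, and these cells had 95.8% of the level of the NK gate. The values argue against both. That these are NK cells with CD56 antibody counts under the gate line may explain the signal, and it was not tested further.

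A set of 31 unassigned cells negative for CD3, CD14 and CD16 held 368 UMIs of PPBP. The platelet genes PPBP, PF4, GP9 and TUBB1 together had 851 UMIs in these 31 cells and 116 in all gated cells. Free platelet RNA in all droplets would give similar levels in every gate, and the level was 194-fold higher in these cells (6720 against 34.7 CPM). At least 3 of the platelet genes were found in 10 of the cells. Whether these are platelets or cells with platelets attached was not tested.

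The same 31 cells held 1337 UMIs of HBB. With HBA1 and HBA2, haemoglobin genes had 2707 UMIs there and 104 in all gated cells, a 688-fold difference in level (21376 against 31.1 CPM), which argues against free haemoglobin RNA spread evenly over the droplets. Of the haemoglobin UMIs, 95.6% lay in 2 of the cells, where they made up 96.5% of the UMIs of those cells. HBA1 and HBA2 are near copies of each other, so their separate counts are not interpreted.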

How the results depend on the processing

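The Seurat resolutions of 0.2 and 0.1 were chosen only after the result was seen. So was the prior of BREM-SC in the main setting, flat in the log of the Dirichlet parameters, which replaced the prior flat in the parameters after trial chains and left that as an added alternative. All other alternatives were set before the data were examined. No paired analysis was possible because 1 donor gave 1 library of each kind, so no samples form pairs. Start by start, BREM-SC had a lower ARI than jointDIMM-SC in 6 of 10 starts with all markers and in 2 of 10 with 3 removed. With 1 chain, as in jointDIMM-SC, the latter was 4 of 10, and the mean difference changed from 0.0367 to -0.0133.

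Of 120 values of the results that answer a comparison, under alternatives, 89 stayed within the spread over starts or the counting interval, 21 moved beyond it and 10 changed sign. Of 705 values of single methods and genes, 520 stayed, 185 moved and 0 changed sign. These values are scores, CPM values and shares of cells, which could hardly change sign. For TSCAN and Seurat, which had single runs, a fixed tolerance stood in for the spread over starts. Among the moved ARIs of single methods 19 were higher and 63 lower, and among the AMIs 26 were higher and 77 lower. The added alternatives gave 7 values of the first kind, of which 1 moved, and 14 of the second, of which 12 moved. BREM-SC had the highest mean ARI of the joint methods other than jointDIMM-SC in 17 of 19 settings, both with all markers and with 3 removed. These settings are not independent, and MV-NMF was not run.

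The share of assigned cells was 94.0% with a single line at the midpoint, 79.0% with CD127 in the gates and 82.1% with all lines 0.25 higher. With unassigned cells as a 7th group, the mean ARI of BREM-SC was 0.820 with all markers and 0.781 with 3 removed, and its difference from protein-only DIMM-SC was -0.0300. With 500 variable genes the ARI was 0.990 and that difference 0.0117. With 2000 variable genes the ARI was 0.846 with all markers and 0.759 with 3 removed, the difference from DIMM-SC -0.133, that from the best other joint method -0.0146, and the SD of random effects 1.85. With genes by dispersion the ARI was 0.755 with all markers and 0.701 with 3 removed, the differences from DIMM-SC were -0.224 and -0.0289, that from jointDIMM-SC -0.000879, and that of joint from protein-only K-means -0.407.

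With 5 clusters the ARI was 0.894, the difference from DIMM-SC -0.0641, that from the best other joint method -0.0805, and the SD of random effects 1.65. With 7 clusters the difference from DIMM-SC was 0.0338 and that from jointDIMM-SC -0.00246. With cells under 500 genes or over 10% mitochondrial UMIs left out, the difference from DIMM-SC was 0.0111. With starting values from the ADT counts, the difference from jointDIMM-SC was -0.00238. With 1 chain per start the ARI was 0.911, the difference from DIMM-SC -0.0679, that from jointDIMM-SC -0.000499, and the SD of random effects 1.31. With the added prior flat in the Dirichlet parameters the SD of random effects was 1.98. For each of these shifts, the cause was not tested.

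Depth limits the RNA results. Zeros made up 92.1% of the values of the variable genes, 229 of these genes had under 10 UMIs in all cells, and the CD16+ monocyte gate had 6 cells, too few to resolve a mean.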

Differences from the paper's values

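The Seurat resolutions of 0.2 and 0.1 were chosen only after the result was seen. A value is listed here when it lies further from the paper's than the spread over starts and the stated error, and the larger is over 1.5 times the smaller. An alternative is called nearer when it no longer meets this rule, which can leave a wide gap.

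With the RNA alone, the ARI of TSCAN was 0.176, and the paper's value is 0.476. Of the alternatives set before the data were examined, only genes by dispersion (0.366) came nearer by this rule, and the others did not. The AMI of TSCAN on RNA was 0.365, and the paper's value is 0.574. CD127 in the gates (0.398), the AMI by the mean entropy (0.389) and genes by dispersion (0.490) came nearer by the rule, and the other alternatives did not.

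The ARI of Seurat on RNA was 0.431, and the paper's value is 0.675. Gates at the midpoint (0.462), 500 variable genes (0.475), the filter on cells (0.502) and a resolution of 0.4 (0.556) came nearer by the rule, and the other alternatives did not. Resolutions of 0.2 and 0.1, chosen after seeing the values, gave 0.673 and 0.739.

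On the ADT counts, the ARI of Seurat was 0.539, and the paper's value is 0.996. None of the alternatives set before the data were examined came nearer by the rule, the highest being a resolution of 0.4 (0.636). Resolutions of 0.2 and 0.1, chosen after seeing the values, gave 0.689 and 0.996. The AMI of Seurat on the ADT counts was 0.636, and the paper's value is 0.976. The AMI by the mean entropy (0.764), doublets left out (0.679) and a resolution of 0.4 (0.739) came nearer by the rule, and the other alternatives did not. Resolutions of 0.2 and 0.1, chosen after seeing the values, gave 0.798 and 0.983.

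The joint ARI of TSCAN with all markers was 0.173, and the paper's value is 0.563. None of the alternatives set before the data were examined came nearer by the rule, the highest being genes by dispersion (0.374). The joint AMI was 0.370, and the paper's value is 0.619, with only genes by dispersion (0.512) nearer by the rule. With 3 markers removed, the joint ARI of TSCAN was 0.172, and the paper's value is 0.451, with only genes by dispersion (0.361) nearer by the rule. The joint AMI there was 0.369, and the paper's value is 0.578. CD127 in the gates (0.403), the mean entropy (0.388) and genes by dispersion (0.486) came nearer by the rule, and the other alternatives did not.

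The paper states that with 3 markers removed BREM-SC has the highest mean ARI of all methods. Here protein-only SC3 was higher (0.990 against 0.930), and BREM-SC was highest in 1 of 19 settings, the one with 7 clusters. SC3 was rewritten here, and each of its runs lay above all the SC3 runs that the paper gives for these markers. Whether the rewriting makes this difference was not tested, so the order does not refute the paper's statement. The paper also states that protein-only clustering, Seurat aside, becomes much worse when the markers are removed. Of the 4 methods other than Seurat, K-means and DIMM-SC fell beyond the spread of their starts in the main setting, but not with 5 clusters (0.902 to 0.825 and 0.958 to 0.816). K-means also stayed within it with the centred log ratio within each cell (0.888 to 0.799) and with a plain log (0.849 to 0.744). So it did with the filter on cells (0.924 to 0.768). SC3 fell within the spread of its starts, but from 0.987 to 0.818 with 7 clusters, which goes the way the paper states, and TSCAN rose from 0.788 to 0.906, but fell from 0.893 to 0.836 with the centred log ratio within each cell.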

Other observations

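All tests in this part were chosen only after the result was seen. The design holds 1 donor and no conditions, so no biological explanation that rests on the design was tested. Expression of the CD154 gene was weighed from its UMIs only.

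High CD154 antibody counts gathered in a small set of cells. Above a line of 6 on the natural log scale, set after seeing the counts, lay 51 cells, of which 37 were unassigned and 3 were in the CD4+ T gate. Of the unassigned cells 18.3% lay above the line, and of the gated cells 1.20%. Expression of the CD154 gene was weighed first. The cells held 2 UMIs of CD40LG where the rate of the CD4+ T gate would give 11.4, or 17.5% of that level, which argues against it. A candidate explanation is that antibodies of several specificities are raised together in these cells. Within the cells with at least 3 monocyte markers (26 above the line and 125 at or below it), the medians of the CD56, CD8a and CD127 antibodies were at least 2.83-fold higher above the line. Of these 26 cells, 14 are among the 17 described above with CD3 between its lines, so this is largely a second look at the same cells. The reason for the raised counts was not tested.

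Marker genes in the 31 unassigned cells negative for CD3, CD14 and CD16 described above point to several types. At least 2 of the myeloid dendritic cell markers were found in 6 cells (37 UMIs of CD1C, 28 of FCER1A and 15 of CLEC10A in all 31), at least 3 of the plasmacytoid dendritic cell markers in 2 cells (18 UMIs of LILRA4, 14 of TCF4, 6 of IL3RA and 6 of CLEC4C), and at least 3 of the NK markers in 5 cells. With the platelet and haemoglobin sets, 25 of the 31 cells fell in at least 1 set.

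Among plasma cell markers, the B cell gate held 478 of JCHAIN, 110 of MZB1 and 3 of TNFRSF17. The 12 cells with CD14 between its lines and CD16 positive held UMIs of the CD16+ monocyte markers LST1 (159), FCGR3A (63), MS4A7 (24) and CDKN1C (8). The NK gate held 63 UMIs of XCL2, 12 of GZMK and 4 of XCL1, genes of the CD56-bright list.

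Of the lists for the gated types, the CD4+ T marker TCF7 had 275 CPM in the CD4+ T gate and 158 in the CD8+ T gate, and the CD8+ T marker GZMK had 173 CPM in the CD8+ T gate. CD79A had 1153 CPM in the B cell gate, PRF1 had 1221 CPM in the NK gate, and S100A9 had 17283 CPM in the CD14+ monocyte gate.

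Progenitor and cycling markers were scarce. CD34 had 0 UMIs in every gate and in the unassigned cells, SPINK2 had 18 UMIs in the CD4+ T gate and CYTL1 had 3 in the NK gate. In the NK gate TYMS had 11 UMIs, MKI67 had 2 and TOP2A had 1.

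The chain with the highest likelihood was also the chain with the highest ARI of its start in 3 of 10 starts with all markers and in 4 of 10 with 3 removed. The mean ARI over all 30 chains was 0.939 with all markers and 0.877 with 3 removed.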
